# Endovascular progenitors infiltrate melanomas and differentiate towards a variety of vascular beds promoting tumor metastasis

**DOI:** 10.1038/s41467-018-07961-w

**Published:** 2019-01-03

**Authors:** Prudence Donovan, Jatin Patel, James Dight, Ho Yi Wong, Seen-Ling Sim, Valentine Murigneux, Mathias Francois, Kiarash Khosrotehrani

## Abstract

Tumor vascularization is a hallmark of cancer central to disease progression and metastasis. Current anti-angiogenic therapies have limited success prompting the need to better understand the cellular origin of tumor vessels. Using fate-mapping analysis of endothelial cell populations in melanoma, we report the very early infiltration of endovascular progenitors (EVP) in growing tumors. These cells harbored self-renewal and reactivated the expression of SOX18 transcription factor, initiating a vasculogenic process as single cells, progressing towards a transit amplifying stage and ultimately differentiating into more mature endothelial phenotypes that comprised arterial, venous and lymphatic subtypes within the core of the tumor. Molecular profiling by RNA sequencing of purified endothelial fractions characterized EVPs as quiescent progenitors remodeling the extracellular matrix with significant paracrine activity promoting growth. Functionally, EVPs did not rely on VEGF-A signaling whereas endothelial-specific loss of *Rbpj* depleted the population and strongly inhibited metastasis. The understanding of endothelial heterogeneity opens new avenues for more effective anti-vascular therapies in cancer.

## Abstract (web summary)

The contribution of endothelial progenitor cells to tumor angiogenesis is controversial. Here, the authors trace the lineage differentiation of endovascular progenitor cells and demonstrate their functional importance in tumor vascularization and progression.

## Introduction

Tumor vascularization is one of the hallmarks of cancer. It is classically proposed that for tumor progression to occur new blood vessels must form that will allow the provision of oxygen and nutrients, however these vessels also provide beneficial roles by allowing immune cells and drug delivery to inhibit tumor growth^1^. Furthermore, blood vessels have angiocrine capacity supporting directly the growth of tumors through the production of cytokines and growth factors^2^. They have also been proposed to facilitate tumor spread through the blood or lymphatic vasculature^3^. More recently, it has also been proposed that tumor vessels behaving abnormally contribute to the hypoxic environment and hence maintain tumor cells in an invasive state^4^. Beyond its detrimental role, tumor vasculature is an essential component of drug and immune cell delivery to the tumor. Overall these properties have prompted numerous attempts at normalizing abnormal blood vessel formation in the context of cancer rather than outright abrogating tumor vessels^5^

Tumors are vascularized through a variety of modalities but rely predominantly on angiogenesis where VEGF family members play a crucial role. However, anti-VEGF therapy has failed in many indications to reduce tumor size, spread, or vascularization^5^. Although many of the molecular factors that drive tumor vascularization are well known and established, much less is known about the cellular origin of vessel network in tumors. In particular, it is often unclear which vascular bed or which cells are at the source of newly formed vessels in primary tumors. Past studies have proposed the existence of endothelial progenitors driving tumor vascularization^6^. Contrasting early studies, the hematopoietic, bone marrow derived, and circulating nature of this endothelial progenitors has been refuted^7^ and it has been clarified that these cells are of a resident endothelial nature^8^. Although informative, many of these studies relied on single markers or cell transfers as opposed to cell fate mapping of endogenous progenitors as well as a functional rather than a marker-based definition of progenitors^9,10^.

We have recently reported in a variety of vascular beds in mice^11^ and humans^12^ that the adult endothelium is heterogeneous and is composed of 3 distinct populations: an endovascular progenitor (EVP), a transit amplifying (TA), and a differentiated (D) population. In the present study, we have extensively examined the formation of tumor vasculature and show that very early upon inoculation, tumors are infiltrated by SOX18 expressing EVP cells that originate from arterial or venous but not from lymphatic beds. These EVP cells give rise to TA and D cells that form mostly venous/arterial capillaries but also lymphatics through the combined contribution of multiple clones of endothelial cells. At the functional level, only EVP cells have colony forming and transplantation capacity. The molecular characterization of EVPs shows significant differences with TA and D cells. Critically for a therapeutic perspective, anti-VEGF-A therapy did not affect EVP cells. On the other hand, conditional ablation of RBPJ, a direct protein interactor of SOX18^13,14^, dramatically reduced EVP cells and resulted in the abrogation of metastases providing perspectives for anti-vascular therapy of cancer by targeting the EVP population.

## Results

### Functional and molecular heterogeneity of tumor vasculature

To explore the cellular origin of vessels in a growing tumor and establish the kinetics of vessel assembly, we undertook orthotopic delivery of B16-F0 melanoma cells intradermally. *Cdh5-Cre*^*ER*^ *RosaYFP* mice were used to label all endothelial cells with YFP using tamoxifen injection for 5 consecutive days. Subsequently, mice were inoculated intradermally with B16-F0 tumor cells. Upon injection and development, tumors were visible from 5–7 days macroscopically and could be easily distinguished from surrounding tissues. We first examined the heterogeneity of endothelial cells based on variation in cell surface markers^11^. Dissection, single cell suspension, and analysis of tumors with minimum contamination by surrounding cells using multi-color flow cytometry allowed determining positive and negative staining for every marker using the fluorescence minus one (FMO) method (Supplementary Figure 1A). In the absence of tamoxifen injection no YFP could be observed (not shown). Using a live gate, doublets were discounted and hematopoietic cells were identified using the lineage cocktail (Lin). Among Lin-CD34+ cells, most cells (>98%) were YFP+ demonstrating their endothelial origin (Fig. 1a). Among these VE-cadherin expressing cells, three populations could be easily identified based on their levels of CD31 and VEGFR2 identified as EVP (CD31^lo^VEGFR2^lo^), TA (CD31^int^, VEGFR2^lo^), and D (CD31^hi^VEGFR2^hi^)^11^. We also ensured that these Lin-CD34+ populations did not express the hematopoietic progenitor marker c-kit (Supplementary Figure 1B). We further ensured the validity of our analysis using spontaneous melanomas developed on *Tyr::Nras; Cdk4r24c*^15^ transgenic mice as well as in Lewis Lung Cancer (LLC) and EO771 breast cancer tumors and observed similar endothelial heterogeneity (Supplementary Figure 1C & D).

**Fig. 1:**
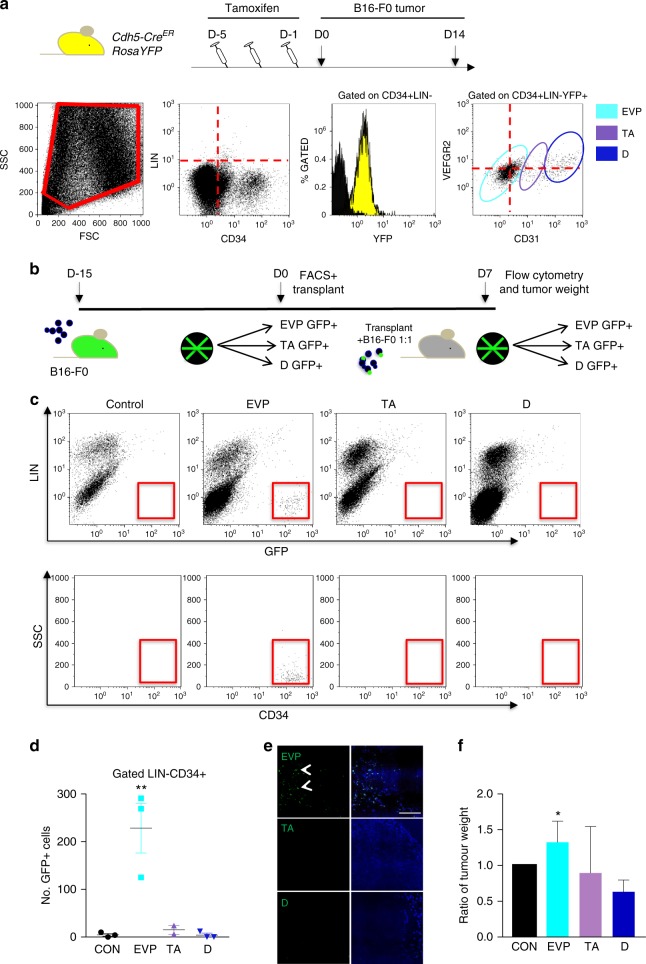
Melanoma endothelium in heterogeneous. **a** Schematic diagram demonstrating experimental set up using vascular lineage tracing *Cdh5-Cre*^*ER*^ *RosaYFP* mice. Flow cytometry plots showing cells dissociated from B16-F0 tumors harbor distinct CD34 positive, lineage (LIN) negative populations (red gate) as determined using strict fluorescence-minus-one (FMO) analysis. >98% of CD34+LIN- cells are YFP+. Three distinct populations were observed based on CD31 and VEGFR2 expression in tumors (from left to right: EVP, TA, and D) amongst CD34+LIN-YFP+cells (*n* = 4). **b** Schematic diagram demonstrating the isolation of GFP+ EVP, TA, and D from tumors, which were subsequently re-transplanted in a 1:1 ratio with B16-F0 cells into a wild-type host. **c**, **d** Flow cytometry plots showing only GFP+ EVP cells re-transplanted were able to persist and engraft in secondary tumors. TA and D cells inoculated in secondary tumors could not be recovered 14 days later (**p < 0.01 vs TA and D; Mann–Whitney *T*-Test) (*n* = 6). **e** Immunofluorescence images of only GFP+ EVP cells (white arrows) engrafting and surviving transplantation with B16-F0 (scale bar represents 100 µm). **f** Delivery of B16-F0 cells with GFP+ EVP resulted in larger tumors (increase in weight by 34% compared to B16-F0 alone), whereas tumor cells delivered with D cells alone resulted in smaller tumors (decrease in weight by 33% compared to B16-F0 alone) (*p < 0.05; Mann–Whitney *T*-Test). Results presented as mean ± SEM. EVP endovascular progenitor, TA transit amplifying, D definitive differentiated, CON control (no GFP cells)

We next evaluated the functional differences between the three populations. Here, we injected B16-F0 cells in CAG-GFP transgenic mice ubiquitously expressing GFP (Fig. 1b). After 15 days, tumors were removed and GFP+ EVP, TA, and D populations were flow-sorted, mixed with B16-F0 tumor cells, and re-implanted in secondary non-transgenic recipients. After 14 days, secondary tumors were removed, weighed, and subjected to flow cytometry to identify GFP+ endothelial cells. Only EVP cells had a capacity to survive and repopulate, whereas TA and D cells inoculated in secondary tumors could not be recovered 14 days later (**p < 0.01 vs TA and D) (Fig. 1c, d) and visualized in tumor sections (Fig. 1e). These cells maintained their endothelial characteristics as they expressed CD34 and were devoid of any hematopoietic lineage marker. Furthermore, delivery of B16-F0 cells mixed with purified EVP resulted in significantly larger tumors (increase in weight by 34% compared to B16-F0 alone) collected 7 days after transplant, whereas tumor cells delivered with D cells alone resulted in smaller tumors (decrease in weight by 33% compared to B16-F0 alone, *p < 0.05, Mann–Whitney *T*-Test) (Fig. 1f). Overall, these findings confirm that vascular endothelial cells are heterogeneous in their cell surface molecular markers as well as in their self-renewal and engraftment potential.

### Lineage relationship between endothelial populations

We next asked whether these three populations derived from one another and used fate mapping analysis to establish their lineage relationship over time. *Cdh5-Cre*^*ER*^ *RosaYFP* mice were inoculated with B16-F0 melanoma cells at D0 and injected with a single dose of tamoxifen on D3 (Fig. 2a). Tumors were collected on subsequent days to establish the fate of endothelial cells labeled. On D5, flow cytometry allowed to clearly identify YFP+ CD34+ cells that did not express any hematopoietic markers (lineage negative) within tumors. Most of these cells were CD31^lo^VEGFR2^lo^ and corresponded to EVP and a few TA cells. At this early time point, no D cell could be identified (Fig. 2a) and tumors sections revealed that YFP+ EVP cells were mostly single cells that only expressed CD34 but not CD31 or VEGFR2 (Fig. 2b, Supplementary Figure 2A). At D10, however, many cells were identified as D with some TA cells. At this time point, no obvious YFP positive EVP cell could be found suggesting that the progenitor pool labeled at D3 had undergone differentiation within the tumors. Finally by D15, D cells were the only population in abundance that was remaining from the cells that were stained on D3, with only small numbers of EVP and TA observed. At D10 and D15, YFP+ cells were organized in vascular structures infiltrating the tumors (Fig. 2b). Overall these findings clarify the transition from EVP to TA to D in a 7–12 days period and demonstrate the lineage relationship between the three populations.

**Fig. 2:**
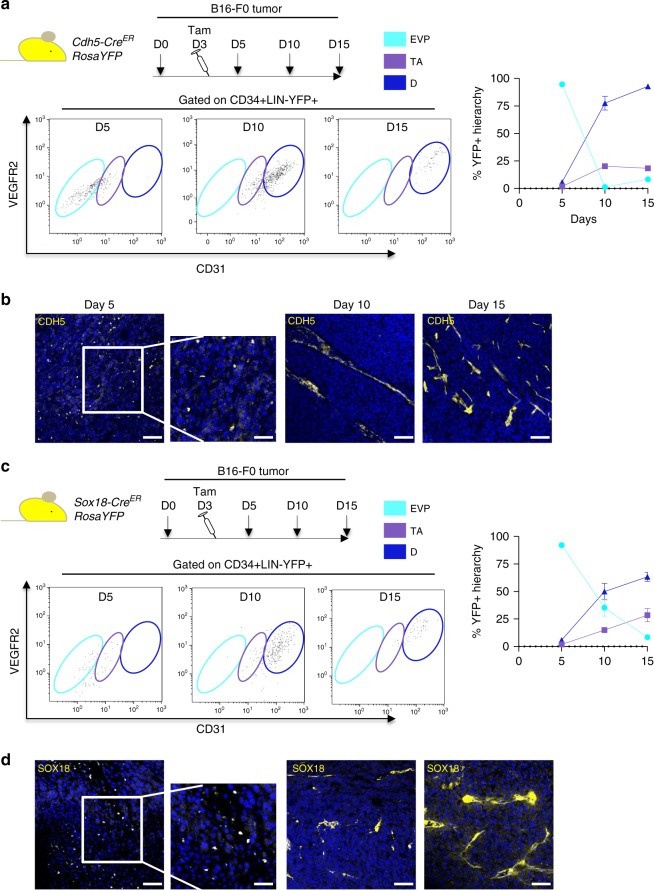
Lineage tracing reveals the kinetics of the endothelial hierarchy in tumors. **a** Schematic diagram of the *Cdh5-Cre*^*ER*^ *RosaYFP* lineage tracing model employed with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving tamoxifen (Tam) 3-days post tumor inoculation. Flow cytometry plots demonstrate that D5 post tumor inoculation, only EVP and TA amongst CD34+ LIN-YFP+ cells can be observed. At D10 EVP are absent and by D15 only mature D cells can be observed (*n* = 5). **b** Immunofluorescence at D5 shows individual YFP+ foci. At D10 and 15 entire YFP+ vessel structures can be observed. **c** Schematic diagram of the *Sox18-Cre*^*ER*^ *RosaYFP* lineage tracing model employed with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving tamoxifen (Tam) 3-days post tumor inoculation. Flow cytometry plots demonstrate that D5 post tumor inoculation, only EVP and TA amongst CD34+ LIN-YFP+ cells can be observed. At D10 EVP are absent and by D15 only mature D cells can be observed (*n* = 5). **d** Immunofluorescence at D5 shows individual YFP+ foci. At D10 and 15 entire YFP+ vessel structures can be observed. Scale bar represents 50 and 150 μm, respectively. Results presented as mean ± SEM. EVP endovascular progenitor, TA transit amplifying, D definitive differentiated

We next examined if the EVP were infiltrating the tumor and most importantly if they were originating from a non-endothelial origin. We therefore used pulse chase of tamoxifen studies in the *Cdh5-Cre*^*ER*^ *RosaYFP* mice over an extended period of time as previously reported^16^ (Supplementary Figure 2B). Tamoxifen was initially provided for 5 consecutive days and the normal back skin was processed to assess the endothelial compartment. Greater than 99% of all Lin-CD34+ cells were YFP+, demonstrating the entire labeling of the vasculature (Supplementary Figure 2C). Of interest, the normal skin vasculature was also organized in EVP, TA, and D compartments. Next, after a similar pulse of tamoxifen, mice were left for a latency period of 14 days before being inoculated subcutaneously with B16-F0 cells. The tumors were then collected 10 days later, or 24 days after their final tamoxifen injection. Within the tumors greater than 99% of all Lin-CD34+ cells remained YFP+, clarifying that the endothelial population was only originating from the vasculature and not being diluted by other unlabeled populations (Supplementary Figure 2D). Given the rapid development of these tumors that on D5 are devoid of any visible blood vessels, our findings suggest EVPs gain the center of the tumor through infiltration from surrounding vessels.

### Sox18 re-expression EVP progenitors in tumors

In our previous work, we have shown the critical importance of *Sox18* re-expression in EVPs^11^. Indeed, *Sox18* is a gene involved in embryonic vascular development. Its expression in the vasculature is lost at adult age in endothelial cells except in situations of new vessel formation such as wounds^17^ or tumors^18^. We performed similar lineage tracing using *Sox18-Cre ROSA-YFP* mice (Fig. 2c). When induced with tamoxifen at D3 post tumors inoculation, the first YFP+ population identified at D5 was the EVP. At this time point we observed very few TA, no D cells, and EVP cells once again in this different model consisted in single cells (Fig. 2c, d). D populations could be observed at D10–D15 post-tumor inoculation. This clearly implies that EVPs initially express *Sox18* and then give rise to TA and D cells through complete differentiation. This additional model clearly reinforces the observation of transitions between EVP, TA, and D.

We next asked whether the initial input of EVPs was sufficient to drive tumor vascularization or alternatively whether additional EVPs would enter the same process of differentiation. We therefore used *Sox18-Cre ROSA-YFP* mice inoculated with B16-F0 tumors at D0 and induced them with tamoxifen at D3 but also at D8 and collected tumors at D12 (Supplementary Figure 3). The additional stimulation of *Sox18-*induced Cre activity at D8, demonstrated the staining of additional EVP cells that could not be observed by a single injection on D3 alone. This result suggests that there is an ongoing process by which EVP cells arise to sustain a continuous makeup of the tumor vasculature.

### EVPs contribute to both arterial and venous vascular beds

Having established that in tumors only EVPs have self-renewal potential and differentiate into TA and D cells, we next asked the capacity of these cells to give rise to all possible vascular beds. On D5, EVP cells labeled with YFP were essentially single cells infiltrating the bulk of tumor cells. This was observed for both *Sox18* and *Cdh5*-driven YFP labeling (Fig. 3). They did not express any specific vascular bed marker. By D10 and D15, YFP cells had formed entire vessel network. The majority of vessels expressed the venous capillary marker endomucin, and about a third of YFP+ vessels displayed arterial markers such as DLL4 or Sox17 (not shown). These observations were made in both models of lineage tracing showing the potential of *Cdh5* or *Sox18* expressing EVPs to give rise to these structures. Overall, the quantification of lineage tracing experiments shows that *Sox18* and *Cdh5* expressing cells seem both to give rise to the same proportions of capillary, veins, and arteries suggesting that all EVPs activate the expression of *Sox18* prior to vessel formation.

**Fig. 3:**
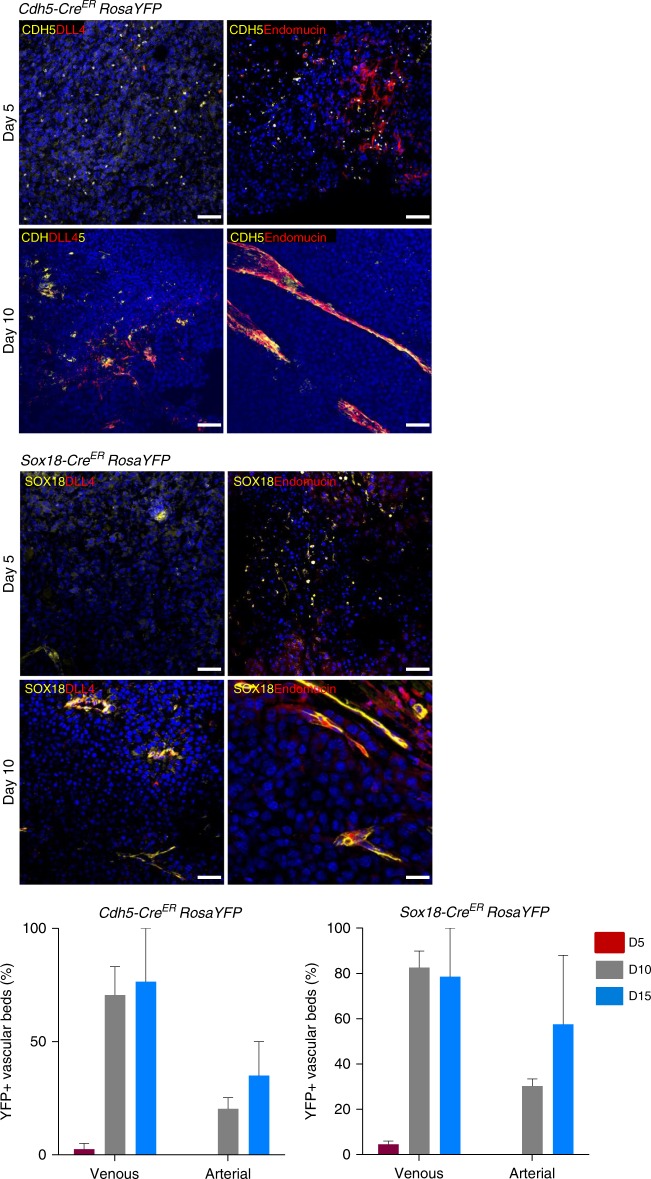
EVP contribution to arterial and venous beds. Representative micrographs of tumor sections taken from *Cdh5-Cre*^*ER*^ *RosaYFP* and *Sox18-Cre*^*ER*^ *RosaYFP* lineage tracing models. At day 5 YFP+ cells did not display any arterial or venous markers. By day 10 and 15 YFP+ cells could be co-localized with arterial marker DLL4 and venous marker endomucin (*n* = 5). Results presented as mean ± SEM. Scale bar represents 150 μm

### EVPs contribute to lymphatic vascular beds

Tumor-induced neo-lymphangiogenesis has long been thought to exclusively derive from pre-existing lymphatic vessels^3^ or from myeloid cells infiltrating the tumor vascular^19^. In both *Cdh5* and *Sox18*-driven lineage tracing models, a discrete population of YFP+ lymphatic vessels could be observed by D15 within the center of the tumor (Fig. 4a). This was observed using both Lyve-1 and Podoplanin lymphatic markers. The rarity of this event upon quantification reaching upon 6–8% of YFP+ vessels (Fig. 4b) prompted us to examine whether lymphatics had a separate progenitor. We performed lineage tracing experiments using *Prox1Cre tdtomato* (Fig. 4c). On tumor sections obtained on D5 post tumor inoculation (2 days after tamoxifen delivery), the large majority of Prox1+ cells co-localized with Lyve1 and Podoplanin expressing lymphatics in the periphery of the tumor (Fig. 4d). Flow cytometry on D5 showed that *Prox1* (tdTomato) expressing cells were not Lin-CD34+ suggesting that EVPs within tumors at this time point were not derived from the Prox1 expressing lymphatic vascular bed (Fig. 4e). This further suggests that EVPs contribute to lymphatics through the expression of *Sox18* likely similar to the series of embryonic events that where this transcription factor induce lymphatic endothelial cell fate in venous progenitor cells^20^. However, this remains a small fraction of tumor lymphatics. Overall, these findings show that *Sox18* expressing EVPs derive from venous or arterial but not lymphatic beds and contribute to most of the venous capillaries and some of the arterial and lymphatic vessels within tumors.

**Fig. 4:**
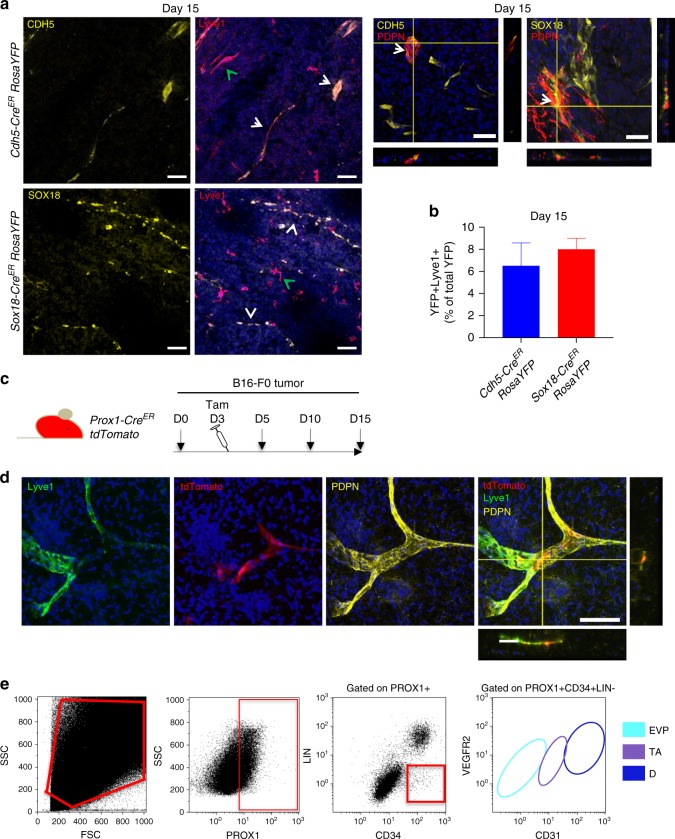
EVPs contribute to lymphatic vascular beds but do not originate from lymphatics. **a**, **b** Representative micrographs of tumor sections taken from *Cdh5-Cre*^*ER*^ *RosaYFP* and *Sox18-Cre*^*ER*^ *RosaYFP* lineage tracing models. At day 15 YFP+ vessels co-localized with lymphatic marker Lyve1 (white arrow) and Podoplanin (PDPN). Green arrows represent Lyve1+ vessels that are not YFP+ (*n* = 5). **c** Schematic diagram of the *Prox1-Cre*^*ER*^ *tdTomato* lineage tracing model employed with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving tamoxifen (Tam) 3-days post tumor inoculation (*n* = 5). **d** Lyve1+PDPN+ vessels co-localized with Tomato+ (Prox1) vessels. **e** Flow cytometry plots demonstrating that Prox1+CD34+LIN- cells do not contribute to the endothelial hierarchy. Results presented as mean ± SEM. Scale bar represents 150 μm. EVP endovascular progenitor, TA transit amplifying, D definitive differentiated

### EVP from multi-clonal populations derive tumor vessels

We next wondered how single EVP cells observed on D5 could give rise to entire vessels of arterial or venous nature. In particular, we asked if this was related to a single clone growing into a given vessel or if multiple EVPs would compose a single vessel. We therefore performed multicolor lineage tracing using a *Cdh5-Cre*^*ER*^ *Rainbow* reporter system as previously reported by us^21,22^. In this model, each cell upon *Cre* recombinase activation undergoes a random recombination of one or two Rainbow 1.0 cassette (Fig. 5a) allowing the random expression of one out of 5 different colors. *Cdh5-Cre*^*ER*^ *Rainbow* mice were injected with a low dose (0.3 mg) of tamoxifen at D3 post B16-F0 tumor inoculation. Five days post tumor inoculation, multiple EVP clones could be identified within the tumor (Fig. 5b). There was no specific clustering of colors in EVP cells within each tumor suggesting probably the migration of multiple cells stained at D3 rather than the proliferation of a single clone. By D10, both venous capillaries and arterial vessels seemed composed of more than one color clearly suggesting the contribution of multiple clones to different sections of each vessel within the tumor. However, within each section of vessels labeled with the same color and deemed to be clonal, multiple cells could be identified. This suggests that EVP cells enter a differentiation process as well as some proliferation before joining within the resulting clone to form a vascular structure.

**Fig. 5:**
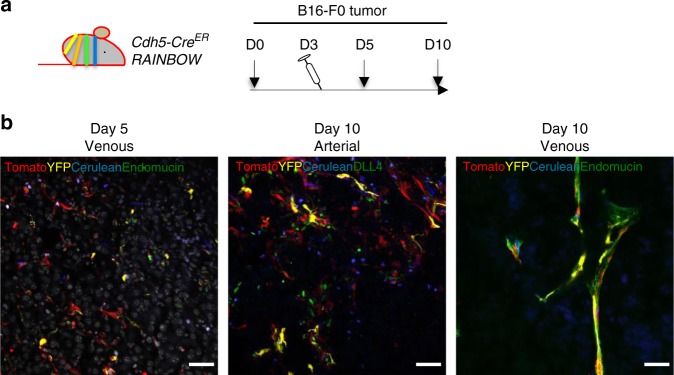
Clonality of the tumor vasculature. **a** Schematic diagram of the *Cdh5-Cre*^*ER*^ *Rainbow* lineage tracing model employed with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving tamoxifen (Tam) 3-days post tumor inoculation (*n* = 5). **b** At day 5 multi-individual colored clones could be observed that were presumed to be EVP. By day 10 entire arterial (DLL4) and venous (endomucin-higher magnification) vessels were composed of multi colors demonstrating polyclonality. Scale bar represents 50–150 μm. EVP endovascular progenitors

### Molecular characterization of endothelial populations

Having established the functional hierarchy between EVP, TA, and D endothelial populations and their contribution to venous and arterial beds within the tumor at clonal level, we next aimed to characterize their molecular profiles. CAG-GFP transgenic mice were injected with B16-F0 tumors. At D15 tumors were collected, GFP+ EVP, TA, and D cells sorted and subjected to RNA sequencing (*n* = 5 per population). 

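The RNA sequencing comprised 15 libraries, 5 each from the EVP, TA and D cells sorted from B16-F0 tumors, which grow from a mouse melanoma cell line. The authors amplified the RNA with a modified Smart-Seq2 protocol, aligned the reads to the mouse genome GRCm38 and counted them on genes. They deposited counts normalized by DESeq2 for 53465 genes, together with tables of their comparisons between populations. In every library 100% of the deposited values were whole multiples of its smallest value above 0, which gives the number of reads behind each value. Between 5394356 and 26513073 reads per library were counted on genes, with a median of 20024738 in EVP, 17407441 in TA and 19952975 in D. A count of 3 reads, used as the limit of detection, equalled between 1.81 normalized counts in D replicate 5 and 10.5 in EVP replicate 1. Such limits and intervals cover counting error only, since the reads carry no molecular identifiers. Replicate 1 had the fewest reads of its population, with 9692677 in TA and 12456809 in D beside the lowest value of all in EVP. A single predicted gene, *Gm10800*, took 10.6% of the reads of EVP replicate 1 (95% Wilson interval 10.58 to 10.63%) and 8.69% of those of TA replicate 1 (8.67 to 8.71%). In D replicate 1 its share was 8.495% (8.48 to 8.51%), and the highest share in another library was 0.701% in TA replicate 3 (0.697 to 0.706%). At least 1 read fell on 98.3% of the 1106 olfactory receptor genes in EVP replicate 1, on 81.7% in TA replicate 1 and on 89.2% in D replicate 1. Shares were also high in TA replicate 3 (70.98%) and EVP replicate 2 (61.75%), and the lowest was 2.89% in D replicate 5. Populations were compared on log2(normalized count + 1) with limma, for the 25549 genes with a mean of at least 5 normalized counts over all libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05, and folds are ratios of mean normalized counts. The paper's text does not state whether libraries with the same replicate number came from the same animals, and the populations were compared without pairing.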

The three populations could be separated on PC plots based on their gene expression levels (Fig. 6a). 

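On log2(normalized count + 1) of the tested genes, PC1 held 43.2% of the variance, PC2 20.2% and PC3 7.73%. Differences between the 3 populations accounted for 18.5% of the spread on PC1, 75.7% on PC2 and 50.7% on PC3. The difference between replicate 1 and the other replicates accounted for 67.3% of PC1. EVP replicate 1 scored -452 there, TA replicate 1 -229 and D replicate 1 -156, while the other libraries lay between -107 and 176. On PC2 the 5 D libraries scored from 117 to 153, above every EVP library and every TA library. TA libraries ranged from -110 to 84.3 on PC2 and EVP libraries from -152 to 28.1, so that these populations overlapped there. On PC3 they did not, with EVP libraries from -88.4 to -32.5 and TA libraries from -10.6 to 205.9. Over all components, 29.0% of the total sum of squares lay between populations (permutation test of the population labels, one-sided, 100000 permutations, p = 0.0119). On the 500 genes with the highest variance this share was 64.4% (permutation p = 1.1e-04). Without EVP replicate 1 it was 36%.

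**Figure D1:**
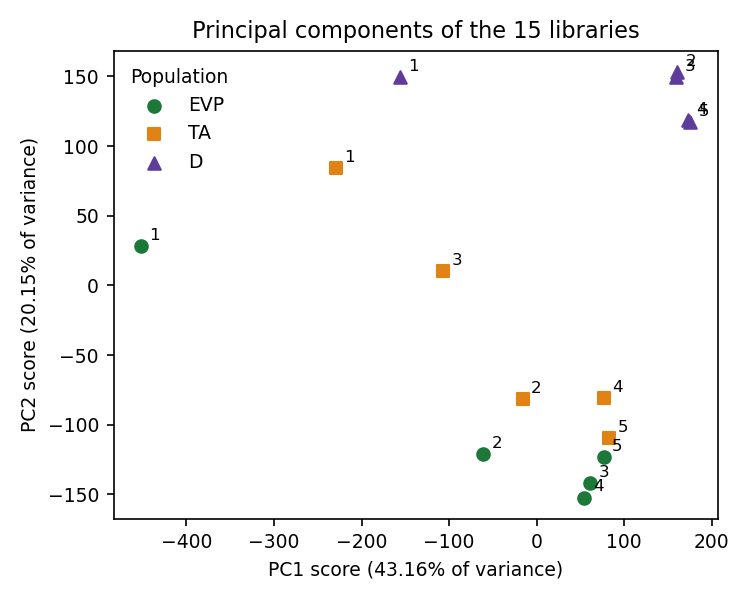
Scores of the 15 libraries on PC1 and PC2 of log2(normalized count + 1), with 1 point per library and a color for each population. The D libraries lie at 117 or above on PC2, and EVP replicate 1 lies at -452 on PC1.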

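Complete-linkage clustering of the 15 libraries on Euclidean distances separated EVP replicate 1 from all other libraries in its first division. The adjusted Rand index of this division against D on one side and EVP with TA on the other was -0.066, where 1 marks identical groups and 0 the level of chance. Divided into 3 groups, the libraries fell into EVP replicate 1, a group of D replicate 1 with TA replicates 1 and 3, and the remaining libraries (index against the 3 populations -0.021). Single libraries decided this order. Without EVP replicate 1, D replicate 1 and TA replicates 1 and 3 parted first, and without TA replicate 3, replicate 1 of each population did (index -0.058 for both). The index for 3 groups was then 0.38 and 0.33, and it was 0.29 with a pseudocount of 8 and all libraries. On the 500 genes with the highest variance, the first division set the 5 D libraries apart from all EVP and TA libraries (index 1), and the index for 3 groups was 0.46. The paper's text does not name the genes, the distance or the linkage that were used.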

Unsupervised clustering clearly distinguished two groups: node 1 consisted in D cells only whereas node 2 gathered EVP and TA. This clearly shows that the TA cells are more closely related to EVP. 

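The mean Euclidean distance between a TA and an EVP library was 349.7 on the log2 scale, against 376 between a TA and a D library and 408.2 between an EVP and a D library. Libraries of the same population differed by 345.1 on average within EVP, 352.4 within TA and 267.9 within D. Each of the 5 TA libraries lay nearer on average to the EVP than to the D libraries, from 275.2 against 327.2 for TA replicate 5 to 407.9 against 426 for TA replicate 1. The difference between the TA to EVP and the TA to D distance was -26.3, within the spread of all ways to divide the EVP and D libraries (exact permutation test, two-sided, p = 0.659). EVP replicate 1 set this outcome, since without it the difference was -67.3 (exact p = 0.00794). On the 500 genes with the highest variance it was -50.7 with the same p, the smallest that 5 libraries against 5 allow.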

Within node 2 however EVP and TA could be distinguished based on the same clustering (Fig. 6b). Based on this unsupervised clustering, differential gene expression between EVP and D was therefore deemed to be the most important feature. We identified 3064 differentially expressed genes (*p* < 0.05 after multiple testing correction). 

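Between EVP and D, 4859 of the 25549 tested genes were differentially expressed, of which 2952 were higher in EVP and 1907 were higher in D. The values of the 5 EVP libraries did not overlap those of the 5 D libraries for 4521 of the tested genes (17.7%, where chance gives 0.794%), and 3888 of the 4859 genes were among these. The difference was at least 1 on the log2 scale for 4082 genes. Compared within each replicate number, between 98.0% and 99.9% of the 4859 genes kept the direction of the fit. The 3888 genes without overlap do so by construction, so this is not independent evidence. The median log2 fold change of all tested genes was 0.46 toward EVP, and the counts in each direction are relative to this shift. It was 0.0012 without EVP replicate 1, and after quantile normalization it was -0.05, with 1920 genes higher in EVP and 1983 higher in D. Among the settings set in advance, the count moved most with limma's array weights, which called 7609 genes. Of the 4859 genes, 94.2% also passed the threshold in the authors' deposited table, all of them in the same direction. In that table 5675 genes passed, and 3090 of these had a log2 fold change of at least 2. Among genes whose libraries did not overlap, *Sfrp4*, *Pi16*, *Ogn*, *Sfrp2* and *Mfap5* rose most in EVP. *Sfrp4* (ENSMUSG00000021319, chromosome 13 from 19623104 to 19632994) had 14295 ± 8323 normalized counts in EVP and 5.58 ± 11.5 in D (SD, n = 5), a log2 fold change of 12.35 (standard error 0.75, limma adjusted p = 3.1e-09). *Aplnr*, *Sox7*, *Robo4*, *Podxl* and *Pdgfb* fell most. *Aplnr* (ENSMUSG00000044338, chromosome 2 from 85136225 to 85139923) had 47.8 ± 69.8 normalized counts in EVP and 9071 ± 1770 in D, a log2 fold change of -9.10 (standard error 1.11, limma adjusted p = 8.7e-06).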

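*Pecam1* and *Kdr* encode CD31 and VEGFR2, surface proteins used to sort the populations. *Pecam1* (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) had 260.1 ± 204 normalized counts in EVP and 24244 ± 5169 in D (SD, n = 5), a 93.2-fold difference. Its log2 fold change between EVP and D was -6.79 (standard error 0.70, limma adjusted p = 1.4e-06), and every D library lay above every EVP library. *Kdr* (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) had 412 ± 273 normalized counts in EVP and 19832 ± 5180 in D, a 48.1-fold difference with no overlap between the libraries (log2 fold change -5.94, limma adjusted p = 4.7e-06). With each library left out in turn, the log2 fold change of *Pecam1* stayed between -7.17 and -6.58 and that of *Kdr* between -6.23 and -5.50. Across the 92 genes that the paper names from this experiment, all differed between EVP and D in the direction it gives. After adjustment over all tested genes 89 of them passed the threshold, and 91 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. For 83 of the 92 genes the EVP and D libraries did not overlap.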

Reflecting the quality of the cell sorting, *Pecam1* (74×) and K*dr* (VEGFR2, 40×) were largely overexpressed in D compared to EVP as expected (Fig. 6c, Table 1 and Supplementary Figure 4A–F).

**Fig. 6:**
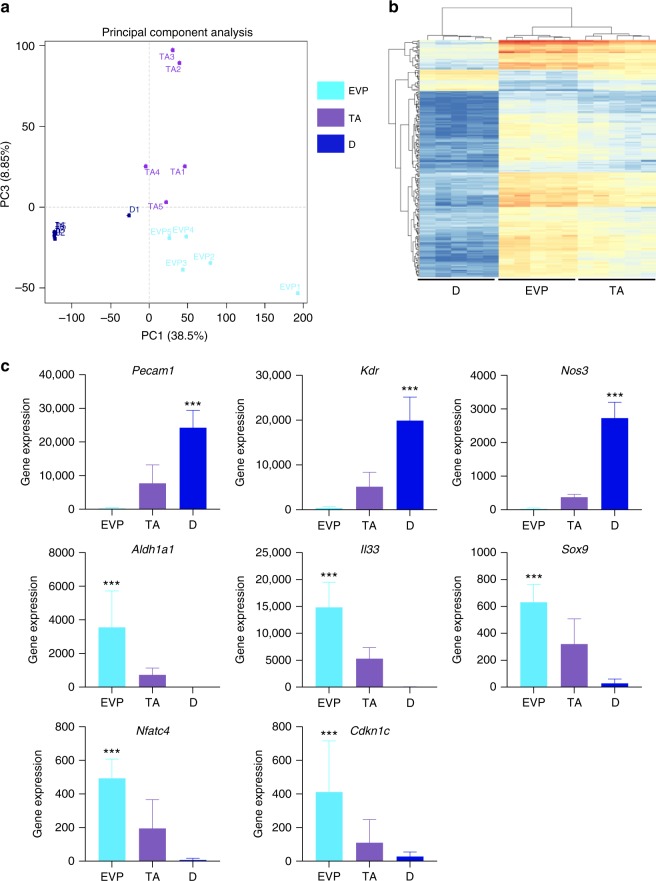
Endothelial hierarchy RNA sequencing and gene expression analysis. **a**, **b** Principal component analysis and hierarchical clustering demonstrating the distinct clustering of each population segregated from each other (*n* = 5). **c** Differentially expressed genes (*p < 0.05 after multiple testing correction) were identified between EVP and D populations. Differentiated endothelial markers *Pecam*, *Kdr*, and *Nos3* were all significantly upregulated in D compared to EVP (***p < 0.001 vs EVP). Results presented as mean ± SEM. EVP endovascular progenitor, D definitive differentiated

**Table 1:** Differentially expressed genes

Upregulated in EVP	Upregulated in D
**Proteases/ECM:** *Mmp (13*, *27*, *19*, *11*, *9*, *2*, *10*, *3*, *23)*, *Dcr*, *Col3a1*, *Col1a2*, *Has1* **Angiocrine:** *Wnt (9a*, *5a*, *10b*, *16*, *11*, *2)*, *Fgf (16*, *23*, *10*, *11*, *21*, *2*, *18*, *7)*, *Hgf*, *Vegfd*, *Vegfa*, *Tgfβ3*, *Pdgfc* **Growth factors:** *Pdgfrα*, *Egfr*, *Tgfβr2*, *Tgfβr3* **Cytokine:** *Flt3*, *Il6ra*, *Il11ra1*, *Il1r11* **Cytokine targets:** *Socs1*, *Socs3*, *Ifi*, *Irf4*, *Irf6*, *Irf7*, *Pim1* **Stem cell markers:** *Aldh1a1*, *Sox9*, *Nfatc4*, *Il33*, *Cdkn1c* **Notch signaling:** *Notch3*, *Notch2*, *Rbpj*, *HeyL*	**Differentiated endothelial markers:** *Pecam1*, *Kdr*, *Nos3*, *Vwf*, *Ets1*, *Ets2*, *Gata2*, *Fli1*, *Esam*, *Tie1*, *Cldn5*, *SoxF (Sox7*, *17*, *18)* **Notch signaling:** *Notch4*, *Notch 1*, *Dll4*, *Jag2*, *Hey1*

*EVP* endovascular progenitors, *D* definitive differentiated

### Gene expression reflects state of differentiation

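*Nos3* (ENSMUSG00000028978, chromosome 5 from 24364810 to 24384474), which encodes endothelial nitric oxide synthase, had 27.4 ± 22.0 normalized counts in EVP and 2728 ± 474 in D (SD, n = 5), a 99.5-fold difference (log2 fold change -7.06, standard error 0.76, limma adjusted p = 2.1e-06). *Cldn5*, a tight junction gene, showed the largest fold of the endothelial markers, 166.5-fold, from 37.7 ± 32.5 in EVP to 6270 ± 2684 in D. *Gata2* showed the smallest, 6.61-fold, from 101.5 ± 132 to 670.8 ± 206, with the highest adjusted p of the group (0.00248). Between these lay *Ets1* with a fold of 9.04, *Ets2* with 11.3, *Vwf* with 15.8, *Fli1* with 23.7, *Esam* with 58.1 and *Tie1* with 81.8. For each of these genes every D library lay above every EVP library, and each stayed past the threshold in all 15 fits that left out 1 library.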

In general D cells overexpressed many classical endothelial markers such as *Nos3* (enos, 74×), *Vwf* (14×), *Ets1* (9×), *Ets2* (10×), *Gata2* (6×), *Fli1* (22×), *Esam* (47×), *Tie1* (60×), *Cldn5* (111×). As expected from our previous work, D cells also overexpressed genes from the SoxF family (*Sox18*, 52×; *Sox17*, 75×; *Sox7*, 64×). However, as shown above, the expression of *Sox18* despite being higher in D cells, was initiated in EVP cells. In contrast, EVP cells showed some different characteristics. 

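*Sox18* (ENSMUSG00000046470, chromosome 2 from 181669836 to 181671640) had 72.9 ± 68.8 normalized counts in EVP and 5398 ± 2561 in D (SD, n = 5), a 74.1-fold difference (log2 fold change -6.93, standard error 0.93, limma adjusted p = 2.4e-05). Single EVP libraries ranged from 2.45 normalized counts, the limit of detection in EVP replicate 3, to 185. *Sox17* had 22.2 ± 23.0 normalized counts in EVP and 2192 ± 395 in D, a 98.9-fold difference. *Sox7* had 18.4 ± 25.4 in EVP, where replicates 1, 2 and 3 had no read, and 2341 ± 266 in D, a 127-fold difference. In TA the means were 1625 ± 1852 for *Sox18*, 633.5 ± 505 for *Sox17* and 738.4 ± 654 for *Sox7*. These genes were higher in D than in EVP in every pair of libraries. All of them also differed between EVP and TA (limma adjusted p from 0.0061 for *Sox7* to 0.0131 for *Sox18*), although the libraries of EVP and TA overlapped.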

EVP cells displayed mobility with the overexpression of many matrix metalloproteases (MMP; 6 to 293 fold, respectively) and a high capacity to remodel the extracellular matrix (dermatopontin and decorin, >600×; *Col3a1*, 415×; *Col1a2*, 294×; *Has1*, 258×) potentially explaining their ability to infiltrate tumors as single cells. 

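Of 9 matrix metalloproteinase genes named in the study, all had higher means in EVP than in D with no overlap between the libraries, and 8 passed the threshold. *Mmp13* did not, with 349.8 ± 235 normalized counts in EVP and 43.0 ± 31.6 in D (SD, n = 5), a log2 fold change of 3.12 and a limma adjusted p of 0.129. It passed under some alternatives, such as DESeq2 on whole reads (log2 fold change 3.03, adjusted p = 0.0102). The folds ran from 8.14 for *Mmp13* to 386.7 for *Mmp10*, whose mean in D was 2.13 ± 3.57. *Mmp3* rose from 83.6 ± 98.5 in D to 30946 ± 17334 in EVP and *Mmp2* from 240.0 ± 172 to 16636 ± 5889. Among the matrix genes, *Col3a1* (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had 426058 ± 133223 normalized counts in EVP and 881.8 ± 492 in D, a 483-fold difference (log2 fold change 9.08, standard error 0.41, limma adjusted p = 1.4e-10). *Col1a2* differed 344-fold and *Has1* 457-fold. Dermatopontin (*Dpt*) differed 900.5-fold and decorin (*Dcn*) 708-fold, with 129003 ± 56970 normalized counts of *Dcn* in EVP. All 5 matrix genes were higher in each EVP library than in any D library.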

Finally, EVP cells expressed genes classically involved in stem cell function (*Aldh1a1*, 790×; *Sox9* 18×) as well as quiescence (*Nfatc4*, 43×; *Il33*, 409×; *Cdkn1c*, 12×). 

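*Aldh1a1* (ENSMUSG00000053279, chromosome 19 from 20492715 to 20643462), an aldehyde dehydrogenase gene, had 3559 ± 2160 normalized counts in EVP and 2.63 ± 5.45 in D (SD, n = 5), a 1351-fold difference (log2 fold change 10.63, standard error 0.67, limma adjusted p = 4.0e-09). The mean in D rested on D replicate 1, which had 12.4 normalized counts. *Sox9* had 631.6 ± 133 in EVP and 28.4 ± 31.7 in D, a 22.3-fold difference. *Nfatc4* differed 63.9-fold, *Il33* 516-fold and *Cdkn1c* 14.9-fold, all higher in EVP. The adjusted p of *Cdkn1c* was 7.99e-04 with the authors' normalization and 0.0546 after quantile normalization (log2 fold change 4.02 and 3.32, limma), while no library of EVP overlapped D. The score of 22 genes of the S, G2 and M phases of the cell cycle, the mean of their log2(normalized count + 1), was 10.22 ± 0.46 in EVP and 10.95 ± 0.23 in D. Every EVP library lay below every D library, a difference of -0.73 (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0325 over 45 comparisons of marker lists).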

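Between EVP and TA, 893 genes were called, with 398 higher in EVP and 495 higher in TA, while 3962 genes had an unadjusted p under 0.05. The libraries did not overlap for 547 of the 893 genes. With each library left out in turn the count ran from 429 genes without EVP replicate 2 to 1214 without TA replicate 5, and it was 472 without EVP replicate 3 and 560 without TA replicate 3. Among the settings set in advance that kept all libraries, DESeq2 on whole reads moved the count most, to 1900. Added after seeing the data, subtraction of a background gave 402 genes and a minimum log2 fold change of 2 gave 362. With the libraries scaled to the same total, 237 genes were higher in EVP and 714 higher in TA. The balance was the reverse with a pseudocount of 8, with 621 genes higher in EVP and 545 higher in TA. It was also the reverse when only the EVP and TA libraries were fitted, with 387 higher in EVP and 272 higher in TA. Within replicate number 5, 87.2% of the 893 genes had the direction of the fit, against 99.6% or more within each of the other numbers. Of the 893 genes, 98.2% also passed the threshold in the authors' deposited table. In that table 1980 genes passed, and 579 of these had a log2 fold change of at least 2. *Ptgs2os*, *Miat*, *Efhd1*, *Platr22* and *Syn1* were the most increased in EVP among genes with no overlap, and the calls of *Ptgs2os*, *Platr22* and *Syn1* were lost in 4, 7 and 9 of the 15 fits that left out 1 library. *Pdgfb*, *Pcdh12*, *Mmp15*, *Angpt2* and *Scarf1* were the most increased in TA. *Angpt2* rose from 564.2 ± 561 normalized counts in EVP to 14741 ± 12256 in TA (SD, n = 5), a log2 fold change of -4.92 between EVP and TA (standard error 0.61, limma adjusted p = 7.8e-04).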

Looking at significant differences between TA and EVP cells, we identified 580 differentially expressed genes (*p* < 0.05). 

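*Pecam1* had 6242 ± 5780 normalized counts in TA (SD, n = 5), from 372.4 in TA replicate 5 to 15414 in TA replicate 1, against at most 613.3 in an EVP library. Its log2 fold change between EVP and TA was -4.08 (limma adjusted p = 0.0046), and the libraries of TA and EVP overlapped. *Kdr* had 4200 ± 3513 in TA and a log2 fold change of -3.13 between EVP and TA (limma adjusted p = 0.0166), again with overlap. The adjusted p of *Kdr* was 0.0564 without EVP replicate 2 (log2 fold change -2.69) and 0.0534 without EVP replicate 3 (log2 fold change -2.86). It was 0.0545 when only the EVP and TA libraries were fitted and 0.0874 with array weights. Of the 92 genes named in the study, 36 differed between EVP and TA over all tested genes and 61 when adjusted over the list alone, with no overlap for 22 genes.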

Once again *Pecam1* and *Kdr* were more highly expressed in TA cells. In many aspects, TA cells had an intermediate gene expression profile between EVP and D cells. 

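Of the 4859 genes that differed between EVP and D, the TA mean lay between the EVP and D means for 86.7%. This held for 84.0% of the genes higher in EVP and for 90.9% of those higher in D. On a scale from 0 at the EVP mean to 1 at the D mean, the median gene had its TA mean at 0.361. For single TA libraries the share of genes between the means ran from 61.6% in TA replicate 2 to 81.1% in TA replicate 4, and the median position from 0.208 in TA replicate 5 to 0.525 in TA replicate 1. The share was 84.9% on means of normalized counts, which moved it most of the settings with all libraries, and between 82.9% and 89.4% with each library left out. Past the threshold against both EVP and D, 38 genes were higher in TA than in both other populations, and 14 genes were lower.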

Overall, these findings reflect the remarkable heterogeneity within the endothelium and support the hierarchy from progenitor to differentiated cells.

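Scores over lists of marker genes, each the mean log2(normalized count + 1) of the list in a library, describe the order of the populations. The pan-endothelial list of 14 genes scored 6.95 ± 1.07 in EVP, 10.51 ± 1.55 in TA and 13.06 ± 0.25 in D (SD, n = 5). The difference between EVP and D was -6.11, with no overlap (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0325). Between EVP and TA it was -3.56 (exact p = 0.0159, adjusted p = 0.042), and TA replicate 5, at 8.02, lay below EVP replicate 5, at 8.35. Of these genes 5 are also named in the study. A list of 14 fibroblast genes, 5 of them also named in the study, scored 14.75 ± 0.43 in EVP, 12.92 ± 0.62 in TA and 6.02 ± 1.00 in D. Each pair of populations was separated without overlap in this list, by 8.74 between EVP and D and by 1.83 between EVP and TA (exact p = 0.00794 for both, adjusted p = 0.0325). Over the 45 comparisons of lists, 17 passed the threshold, but none did without D replicate 2, 4 or 5. Since the exact p cannot fall under 0.00794, passing over 45 comparisons needs several of them near that p at once. Lists whose libraries do not overlap stay separated with 1 library fewer, so this loss says nothing against their separation. The paper states that its gene expression findings reflect heterogeneity of the endothelium and support a hierarchy from progenitor to differentiated cells. *Cdh5*, which encodes VE-cadherin, had 72.3 ± 67.9 normalized counts in EVP and 9818 ± 2251 in D. *Cd34*, which encodes a sorting marker, had 18262 ± 8870 in EVP and 27039 ± 4336 in D. The mice express GFP ubiquitously, so GFP does not mark an endothelial origin. Whether the EVP libraries hold fibroblasts, endothelial cells or both was not tested.

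**Figure D2:**
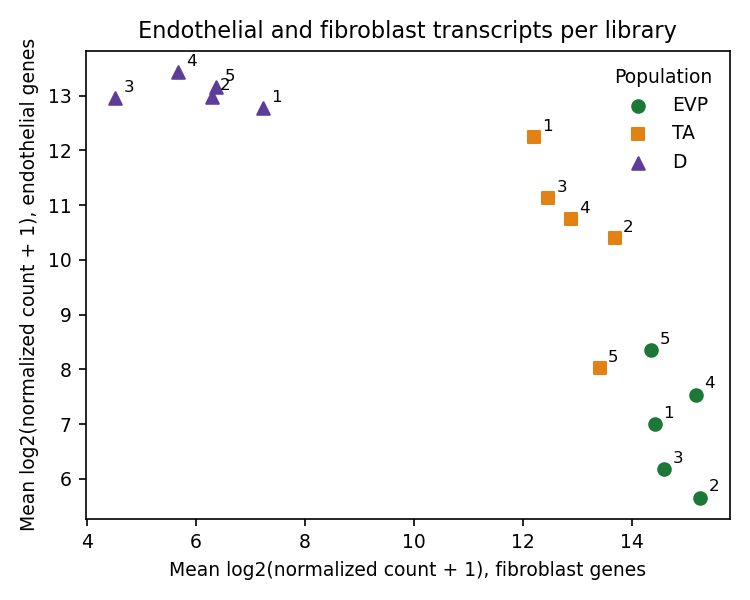
Scores of the pan-endothelial and the fibroblast marker list in each of the 15 libraries, as mean log2(normalized count + 1), with a color for each population. D libraries score at least 12.77 on the endothelial list and at most 7.23 on the fibroblast list.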

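Families of genes of the extracellular matrix and its receptors were tested as sets with camera (limma), which sets the differences of their members against those of all other tested genes, with p adjusted over 9 sets. The 44 collagen genes were higher in EVP than in D, with a median log2 fold change of 3.49, 26 of them called higher and 5 called lower (adjusted p = 1.9e-10). A set of 77 genes of the matrix-receptor interaction families had a median log2 fold change of 1.90 and an adjusted p of 0.0017, with 33 genes called higher in EVP and 17 higher in D. The 27 integrin genes (adjusted p = 0.381) and the 11 laminin genes (adjusted p = 0.375) did not differ as sets. Of the 6 sets past the threshold, the collagens, the matrix metalloproteinases, the Wnt ligands and the Notch pathway also passed with the correlation between genes estimated from the data, and all 6 passed with fry. Among 100 divisions of the 10 EVP and D libraries into groups of 5, the real one included, 26 gave 6 or more sets past the threshold. For the collagens alone, 1 of the 100 gave a camera p as small, and for the matrix-receptor families 17 did. The pathway terms of DAVID were not analysed here.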

Overall, when performing pathway analysis (DAVID), extra-cellular matrix–receptor interaction and focal adhesion were the top pathways reflecting the activity of EVP cells. PI3kinase and cytokine receptor signaling were also reflecting some of the key signaling in these cells (Supplementary Figure 4A–F).

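A set of 84 cytokine and interleukin receptor genes had a median log2 fold change of 0.97 between EVP and D, with 26 genes called higher in EVP and 15 called higher in D. It did not pass the threshold with camera (adjusted p = 0.314), but it did with fry (adjusted p = 0.00384). The median of all tested genes was shifted toward EVP as well.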

### Progenitor cells have significant angiocrine capacity

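Among the secreted factors, *Wnt2* (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585) had 1429 ± 326 normalized counts in EVP and 1.52 ± 2.20 in D (SD, n = 5), a 943-fold difference (log2 fold change 9.56, standard error 0.81, limma adjusted p = 1.5e-07). *Wnt11* was at or under the limit of detection in all D libraries, so its 260.3 ± 60.3 in EVP were at least 100-fold higher. *Wnt9a* differed 9.43-fold, *Wnt5a* 19.9-fold, *Wnt10b* 41.7-fold and *Wnt16* 235.9-fold. All 6 of these Wnt genes were called, and each EVP library lay above each D library. The D means of *Wnt2* and *Wnt16* lay under the limit of detection of every D library, so the sizes of these folds are uncertain. Of the 8 genes of fibroblast growth factors, all had higher means in EVP, 5 had no overlap between the EVP and D libraries, and 7 were called. *Fgf16* was not, with 39.8 ± 60.5 in EVP and 3.26 ± 5.24 in D (log2 fold change 3.03, limma adjusted p = 0.0634), and its libraries overlapped. It was called with array weights (log2 fold change 3.15, limma adjusted p = 0.0019) and without D replicate 1 (log2 fold change 3.63, limma adjusted p = 0.0256). The call of *Fgf23* (log2 fold change 3.23, limma adjusted p = 0.0214) was lost in 4 of the 15 fits that left out 1 library, for example without EVP replicate 2 (adjusted p = 0.0618). With edgeR the calls of *Fgf10*, *Fgf11* and *Fgf21* were lost as well (adjusted p 0.103, 0.0718 and 0.105). *Fgf7* rose from 11.6 ± 9.13 in D to 2248 ± 772 in EVP and *Fgf2* from 33.8 ± 32.4 to 510.1 ± 197. *Fgf18* was at least 19.8-fold higher in EVP, and the folds of *Fgf10*, *Fgf11*, *Fgf21* and *Fgf23* were 14.3, 16.6, 22.0 and 10.6. *Vegfd* differed 248-fold, *Pdgfc* 28.7-fold, *Hgf* 19.8-fold, *Tgfb3* 17.1-fold and *Vegfa* 9.56-fold, all without overlap. As sets, the Wnt ligands (adjusted p = 7.6e-05) and the fibroblast growth factors (adjusted p = 1.8e-04) had median log2 fold changes of 3.11 and 2.59, and the latter failed with an estimated correlation between genes (adjusted p = 0.081).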

EVP cells overexpressed many *Wnt* ligands (*Wnt9a*, 9×; *Wnt5a*, 18×; *Wnt10b*, 23×; *Wnt16*, 200×; *Wnt11*, 395×; *Wnt2*, 489×), FGFs (*Fgf16*, 8×; *Fgf23*, 8×; *Fgf10*, 9×; *Fgf11*, 11×; *Fgf21*, 11×; *Fgf2*, 13×; *Fgf18*, 76×; *Fgf7*, 165×), *Hgf* (15×), *Vegfd* (163×), *Vegfa* (9×), *Tgfb3* (14×) and *Pdgfc* (20×). 

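The growth factor receptor gene *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) had 7847 ± 2710 normalized counts in EVP and 23.0 ± 28.1 in D (SD, n = 5), a 341.5-fold difference (log2 fold change 9.77, standard error 0.90, limma adjusted p = 4.1e-07). *Egfr* differed 150.3-fold, *Pdgfrb* 29.2-fold, *Tgfbr3* 13.4-fold and *Tgfbr2* 4.73-fold. For these receptor genes the EVP and D libraries did not overlap. *Pdgfrb* had 3962 ± 4001 normalized counts in TA and 3209 ± 1499 in EVP, a difference within the spread of the libraries (limma adjusted p = 0.984). Of the cytokine receptor genes, *Il1rl1* had 4152 ± 4040 in EVP and 13.0 ± 16.3 in D, a 319.5-fold difference. *Il6ra* differed 14.5-fold and *Il11ra1* 11.4-fold. *Flt3* had 221.9 ± 239 in EVP and 5.24 ± 10.2 in D, with overlapping libraries, and its adjusted p was 0.00208 with the authors' normalization (log2 fold change 5.27) and 0.0741 after quantile normalization (log2 fold change 3.68, limma).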

EVPs seemed also able to respond to a range of extracellular growth factors through the expression of *Pdgfra* (205×) and *Pdgfrb* (23×), *Egfr* (106×), *Tgfbr2* (5×), *Tgfbr3* (13×) as well as to a range of cytokines through the expression of *Flt3* (22×), *Il6ra* (13×), *Il11ra1* (11×), and *Il1rl1* (ST2, IL33 receptor; 181×). In particular, cytokine receptor signaling seemed particularly activated given the expression of its downstream targets (*Socs1* and *Socs3*, 5×; *Ifi205*, 305×; *Irf4*, *Irf6* and *Irf7*, 5–30×; *Pim1*, 6×).

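*Ifi205*, an interferon-induced gene, had 13422 ± 7730 normalized counts in EVP and 35.8 ± 30.3 in D (SD, n = 5), a 374.5-fold difference (log2 fold change 8.63, standard error 0.50, limma adjusted p = 1.9e-09). *Socs1* differed 5.17-fold and *Socs3* 5.52-fold, with 7956 ± 1864 normalized counts of *Socs3* in EVP and 1442 ± 422 in D. *Irf7* differed 5.23-fold, *Pim1* 6.09-fold and *Irf4* 44.98-fold, and none of these overlapped between EVP and D. A score of 14 genes of the early response to cell dissociation, which include *Fos*, *Jun* and *Hspa1a*, was 11.99 ± 0.67 in EVP and 10.53 ± 0.25 in D, a difference of 1.46 with no overlap (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0325).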

### Acquisition of arterial vs venous identity is a late event

We next wondered whether progenitors were predetermined to give rise to a specific vascular bed. We therefore looked for arterial vs venous or lymphatic markers in EVP, TA, or D cells. Arterial markers such as *Dll4*, *Sox17*, *EphrinB2* (*Efnb2*), *Notch1* and *Notch4*, *Gja5* and *Gja4* were all overexpressed in D cells with little difference in the level of expression between EVP and TA populations suggesting a late differentiation (***p < 0.001; Mann–Whitney *T*-Test). 

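*Dll4* (ENSMUSG00000027314, chromosome 2 from 119325784 to 119335962) had 76.6 ± 93.2 normalized counts in EVP, 1959 ± 1669 in TA and 8091 ± 2984 in D (SD, n = 5). Its log2 fold change was -7.67 between EVP and D (limma adjusted p = 3.8e-06) and -5.01 between EVP and TA (limma adjusted p = 0.00478). *Efnb2* had 218.3 ± 73.7 in EVP, 375.4 ± 269 in TA and 1394 ± 560 in D, and did not differ between EVP and TA (log2 fold change -0.54, limma adjusted p = 0.689). All 7 arterial markers were higher in each D library than in any EVP library. Between EVP and TA, *Dll4*, *Sox17*, *Notch1*, *Notch4* and *Gja4* passed the threshold, and *Gja5* (log2 fold change -2.53, limma adjusted p = 0.0531) did not, although it did in 3 of the 15 fits that left out 1 library, for example without TA replicate 5 (log2 fold change -2.83, limma adjusted p = 0.0313). The libraries of EVP and TA overlapped for all 7 genes. The call of *Notch1* (adjusted p = 0.038, log2 fold change -1.54, limma) was lost in 8 of the 15 fits that left out 1 library and that of *Gja4* (adjusted p = 0.0332, log2 fold change -3.13, limma) in 6, for example without EVP replicate 2 (adjusted p 0.109 and 0.106). That of *Notch4* was lost only without EVP replicate 2 (adjusted p = 0.0565). By the exact two-sided Mann-Whitney test, the smallest p that 5 libraries against 5 can give is 0.00794, which all 7 genes reached between EVP and D. The mean log2(normalized count + 1) over these markers was 5.49 ± 0.67 in EVP, 8.40 ± 0.88 in TA and 10.65 ± 0.43 in D.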

Regarding venous markers such as COUP-TFII (*Nr2f2*), *Ephb4*, *Nrp2*, or endomucin (*Emcn*), once again the level of expression was higher in D vs EVP suggesting a late differentiation. However, there was also a significant increase in expression in the TA population suggesting the initiation of venous differentiation during the TA stage compared to EVP (*p < 0.05; **p < 0.01; ***p < 0.001 vs EVP; Mann–Whitney *T*-Test, Supplementary Figure 5A).

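*Emcn* (ENSMUSG00000054690, chromosome 3 from 137341067 to 137432185) had 152.6 ± 149 normalized counts in EVP, 3949 ± 3481 in TA and 16467 ± 3025 in D (SD, n = 5), and it differed between EVP and TA by a log2 fold change of -4.70 (standard error 0.78, limma adjusted p = 0.00399), with overlap. *Nrp2* (ENSMUSG00000025969, chromosome 1 from 62703285 to 62818695) had 348.1 ± 103 in EVP, 1347 ± 608 in TA and 2675 ± 423 in D. Every TA library lay above every EVP library for *Nrp2* (log2 fold change -1.89, standard error 0.28, limma adjusted p = 0.0024). *Ephb4* had 263.3 ± 66.2 in EVP and 446.5 ± 332 in TA, a difference that did not hold up against the spread (log2 fold change -0.49, limma adjusted p = 0.697), and 1154 ± 373 in D. *Nr2f2* had 324.7 ± 83.9 in EVP, 488.7 ± 350.1 in TA and 499.3 ± 159 in D. It passed the threshold neither between EVP and TA (log2 fold change -0.40, limma adjusted p = 0.733) nor between EVP and D (log2 fold change -0.61, limma adjusted p = 0.31). The mean log2(normalized count + 1) over these venous markers rose by 1.87 from EVP to TA, from 7.81 ± 0.63 to 9.68 ± 0.49, and reached 11.10 ± 0.24 in D. The arterial mean rose by 2.91 over the same step, and both rises separated the libraries completely (exact permutation test, two-sided, p = 0.00794). Their difference, venous minus arterial, was -1.04 on the log2 scale (exact p = 0.0159). As a share of the way from EVP to D, chosen after seeing the data, the rise to TA was 56.4% for the arterial and 56.9% for the venous markers (exact p = 0.929 for the difference). Without 1 library the difference on the log2 scale stayed between -1.28 and -0.91. The pan-endothelial list, which includes *Emcn*, rose by 3.56 from EVP to TA. The arterial and venous rises are therefore not set apart from a rise of endothelial transcripts in general.

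**Figure D3:**
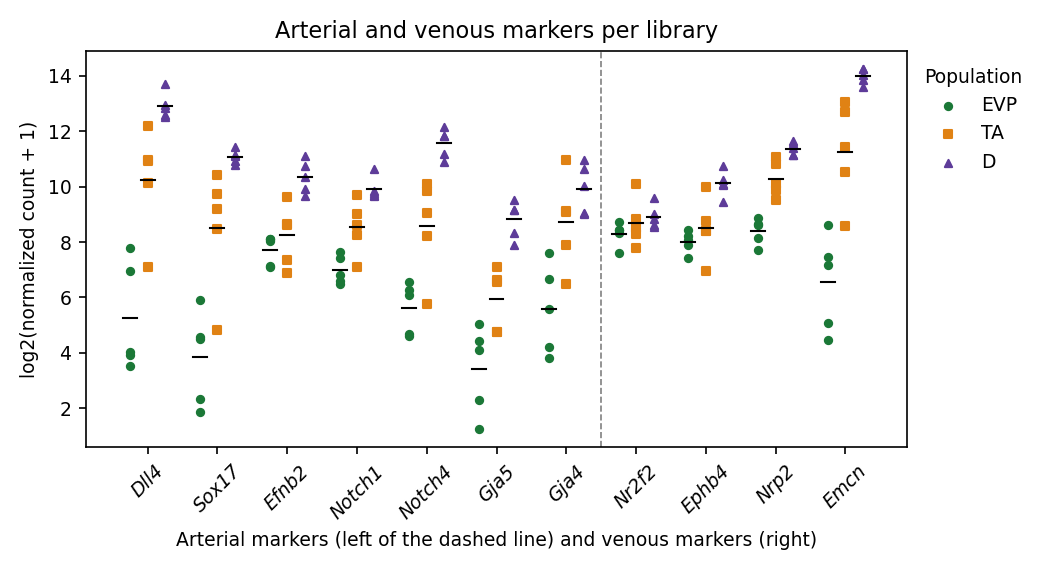
Log2(normalized count + 1) of the arterial and the venous markers in each of the 15 libraries, with a color and the mean for each population. From EVP to TA the mean over the arterial markers rises by 2.91 and that over the venous markers by 1.87.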

### EVPs share common molecular signature in aorta and tumors

Finally, we have previously compared EVP to D cells in normal aorta^11^ and wondered to what extent the tumor and aorta data would overlap. We compared genes differentially expressed between EVP and D in the aorta vs in tumors and found a significant overlap (44% of aorta DEGs and 38% of tumor DEGs, Venn diagram, Supplementary Figure 5B). Genes reflecting stem cell function (*Sox9*, *Aldh1a1*, *Aldh1a2*), quiescence (*Nfatc4*, *Il33*, *Cdn1c*) as well as many of the receptors and paracrine function described above had been also identified in the aorta (Supplementary Figure 5B). 

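*Aldh1a2* (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243) had 205.7 ± 121 normalized counts in tumor EVP, 93.8 ± 63.2 in TA and 7.65 ± 11.3 in D (SD, n = 5). Between EVP and D it differed 26.9-fold without overlap (log2 fold change 5.22, standard error 0.80, limma adjusted p = 9.7e-05). Libraries from the aorta were not analysed here.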

We next compared the level of differential expression by plotting the fold change for overlapping genes in aorta vs tumors. Although there was a clear correlation in fold change between EVP and D in both aorta and tumors, some genes seemed to behave differently in the two situations. We therefore looked at genes that would specifically be overexpressed in EVP cells in the context of tumors and not aorta and identified 138 genes significantly overexpressed (at least 2 fold, *p* < 0.05, arrow in Supplementary Figure 5B). 

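In the tumor libraries *Gdf6* (ENSMUSG00000051279, chromosome 4 from 9844372 to 9862345) had 113.5 ± 48.4 normalized counts in EVP (SD, n = 5), at least 43.7-fold above D, where all libraries were at or under the limit of detection (limma adjusted p = 2.2e-07). The epiregulin gene *Ereg* had 218.9 ± 197 in EVP and was at least 84.3-fold higher than in D (limma adjusted p = 0.00148). *Wnt16* had 296.0 ± 75.4 in EVP and 1.25 ± 2.39 in D. The neuregulin gene *Nrg1* had 155.4 ± 180 in EVP and 11.8 ± 22.0 in D, a 13.1-fold difference with overlapping libraries (log2 fold change 4.63, limma adjusted p = 0.00293), which edgeR did not call (log2 fold change 3.69, adjusted p = 0.0796). In TA the means were 76.7 ± 58.4 for *Gdf6*, 66.5 ± 81.8 for *Ereg* and 68.3 ± 66.7 for *Nrg1*, and none of these differed between EVP and TA (limma adjusted p from 0.195 to 0.787, log2 fold change from 0.69 to 3.42).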

In the “tumor only” setting, the most differentially upregulated genes in EVP were related to its paracrine function such as *Gdf6*, a member of the TGFβa agonist, *Wnt16*, *epiregulin*, and *neuroregulin*.

### Anti-VEGF-A therapy does not target EVP cells

Having established the important role of EVP cells in tumor vasculature and its gene expression signature, we next wondered about strategies to target this population to reduce both tumor vascularization, growth, and metastasis. Anti-VEGF-A therapy is the main FDA approved anti-angiogenic treatment for a range of solid tumors. However, it has failed in many indications to reduce tumor size, spread or vascularization and a variety of mechanisms have been proposed to explain resistance to this treatment^5^. We injected C57Bl/6 mice with B16-F0 melanomas and started therapy with anti-VEGF-A vs isotype control from D3 to D15 (Supplementary Figure 6A). Tumors were collected at D15 and analyzed for the relative frequency of endothelial populations: there was no significant reduction or change in the EVP or D population (Supplementary Figure 6B & C). This clearly shows that anti-VEGF-A therapy does not affect the pool of EVP cells available. There was no effect of anti-VEGF-A treatment on tumor vasculature in animals that received anti-VEGF-A therapy compared to control (Supplementary Figure 6D).

### Conditional ablation of Notch signaling alters EVP

We have previously reported that active Notch signaling is essential in progenitor quiescence^23^. Moreover, RBPJ is a direct interactor with Sox18 suggesting that this pathway would be critical in EVPs. However, it has also been established that Notch signaling allows reduction of VEGFR2 receptors in sprouting angiogenesis forming stalk cells^24^. 

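Among the Notch genes, *Notch4* had 56.7 ± 31.3 normalized counts in EVP and 3196 ± 1059 in D (SD, n = 5), a 56.4-fold difference. *Dll1* differed 27.1-fold, *Jag2* 20.8-fold, *Hey1* 15.8-fold and *Notch1* 7.45-fold, all higher in each D library than in any EVP library. *Notch2* had 2175 ± 684 in EVP and 124.5 ± 38.9 in D, a 17.5-fold difference in the other direction. *Rbpj* (ENSMUSG00000039191, chromosome 5 from 53466152 to 53657362) had 779.4 ± 160 in EVP, 409.7 ± 159 in TA and 191.7 ± 31.8 in D, a 4.07-fold difference between EVP and D without overlap (log2 fold change 2.01, standard error 0.32, limma adjusted p = 1.6e-04). *Notch3* had 206.3 ± 193 in EVP and 29.3 ± 18.0 in D, with overlap (log2 fold change 2.60, limma adjusted p = 0.0243), and *Heyl* had 405.8 ± 353 in EVP and 45.3 ± 30.3 in D, also with overlap (log2 fold change 3.49, limma adjusted p = 0.029). Each of these calls was lost in 4 of the 15 fits that left out 1 library. Without EVP replicate 5 the adjusted p was 0.0738 for *Notch3* (log2 fold change 2.14) and 0.079 for *Heyl* (log2 fold change 3.05). After quantile normalization the adjusted p was 0.627 for *Notch3* (log2 fold change 1.12) and 0.263 for *Heyl* (log2 fold change 2.38). Their means in TA were 600.9 ± 758 for *Notch3* and 847.2 ± 1034 for *Heyl*. As a set of 22 genes, the Notch pathway was higher in D (camera, adjusted p = 3.6e-05, median log2 fold change -1.29), with 11 genes called higher in D and 5 called higher in EVP, but 14 of 100 divisions of the libraries gave a camera p as small.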

In our gene expression analysis, Notch signaling elements were overexpressed in D cells (*Notch4*, 47×; *Notch1*, 7×; *Dll4*, 73×; *Dll1*, 24×; *Jag2*, 17×) resulting in increased signaling via *Hey1* (13×), whereas in EVP cells other receptors were overexpressed (*Notch3*, 6×; *Notch2*, 16×; *Rbpj*, 4×) and signaling was mostly driven by *Heyl* (7×) suggesting that different ligand-receptors were involved in Notch signaling in different populations (Supplementary Figure 4E).

Given the indication that *Rbpj* as well as *Heyl* were overexpressed in EVP cells, we examined the consequences of endothelial-specific ablation of canonical Notch signaling. We used *Rbpj*^*fl/fl*^*/Cdh5-Cre*^*ER*^ *RosaYFP* (*Rbpj*^*eKO*^) mice and *Rbpj*^*fl/fl*^ *RosaYFP* (*Rbpj*^*WT-Cre negative*^) controls (Fig. 7a, b). Animals were injected with tamoxifen for 10 days to fully ablate *Rbpj* in endothelial cells and they were inoculated with HCMel12 tumors intradermally. HCMel12 is a murine (C57Bl/6) derived melanoma cell line obtained carrying transgenic *Hgf* and *Cdk4r24c* mutation. Upon in vivo passaging this cell line is highly metastatic^25^. After 10 days, primary cutaneous tumors were excised and mice were kept alive to progress to metastasis (Fig. 7a). Primary tumors in *Rbpj*^*eKO*^ mice had dramatically smaller numbers of EVP cells whereas D cells were unchanged as compared to *Rbpj*^*WT*^ controls (Fig. 7b, c). In accordance, CD31 staining of primary tumor sections revealed only minimal difference between the two groups, whereas Lyve1 and Podoplanin staining of lymphatics was significantly increased in the absence of *Rbpj* (Fig. 7d). Of note in a B16-F0 model, primary tumors remained of smaller weight in *Rbpj*^*eKO*^ mice compared to *Rbpj*^*WT*^ (Supplementary Figure 7; **p < 0.01; Mann–Whitney *T*-Test). At D28, 2 weeks after primary HCMel12 tumor excision, animals were sacrificed and examined for metastasis microscopically in the lung and the liver. We could not observe any significant metastasis in *RBPJ*^*eKO*^ animals whereas 50–90% of *Rbpj*^*WT*^ mice had identifiable tumors in lung and/or liver (Fig. 7e).

**Fig. 7:**
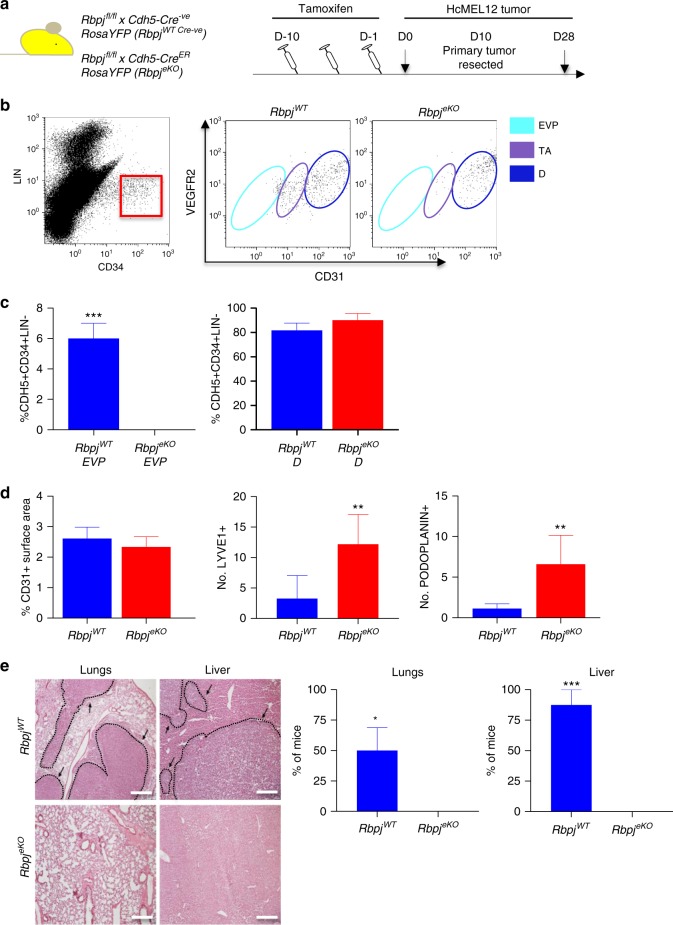
Vascular-specific knock-out of *Rbpj* results in EVP depletion and reduced metastasis. **a** Schematic diagram of the *Rbpj*^*fl/fl*^*/Cdh5-Cre*^*ER*^ *RosaYFP* (*Rbpj*^*eKO*^) and *Rbpj*^*fl/fl*^ *RosaYFP* (*Rbpj*^*WT-Cre Negative*^) lineage tracing model employed, with mice receiving tamoxifen (Tam) for 10 consecutive days prior to tumor inoculation with metastatic HcMEL12 melanoma cells injected at day 0 (D0). Tumors were harvested at D28 (*n* = 5). **b**, **c** Flow cytometry plots demonstrate that EVP cells are entirely absent from *Rbpj*^*eKO*^ mice compared to *Rbpj*^*WT*^ (***p < 0.001 vs *Rbpj*^*eKO*^; Mann–Whitney *T*-Test). No change was observed in the percentage of D cells present from either group. **d** No difference was observed in CD31+ vessel surface area between the groups. Significantly more Lyve1+ and Podoplanin+ vessels were observed in the *Rbpj*^*eKO*^ mice compared to *Rbpj*^*WT*^ (**p < 0.01 vs *Rbpj*^*WT*^; Mann–Whitney *T*-Test). **e** Histological analysis of lungs and liver showed vast metastatic nodules in the *Rbpj*^*WT*^ compared to no visible nodules in the *Rbpj*^*eKO*^ mice (*p < 0.05; ***p < 0.001 vs *Rbpj*^*eKO*^, Mann–Whitney *T*-Test). Results presented as mean ± SEM. Scale bar represents 150 μm. EVP endovascular progenitor, TA transit amplifying, D definitive differentiated

## Discussion

Vascularization of tumors is a hallmark of cancer and has been shown as an important step in cancer progression and metastasis. Despite major progress in understanding key molecular pathways involved in angiogenesis, it remains unclear where tumor vasculature originates from and to what extent it has a supportive role in cancer progression. Here, we show that melanoma tumors from very early stages are infiltrated by a population of EVP. These cells initiate a vasculogenic process as a single cell and progress towards a TA stage and finally differentiate into arterial and venous capillaries within the central core tumor area. Of interest, a small fraction of these capillaries also gives rise to lymphatics although EVPs are clearly not derived from this vascular bed. At the molecular level, these progenitors are endothelial in origin as they express VE-Cadherin and reactivate the expression of the developmental transcription factor *Sox18*. RNA sequencing on sorted cells as well as functional characterization clearly differentiates EVPs from the later stages of progression towards differentiation. In particular, EVPs harbor significant paracrine activity that allows considering them as a reliable cellular target for therapy. Unlike anti-VEGF-A therapy, conditional ablation of *Rbpj* in the endothelium significantly reduced the EVP population in tumors and strongly inhibited metastasis in a model of melanoma.

Modes of new vessel formation have been described during development and include vasculogenesis and angiogenesis among others. Although our study does not address the contribution of angiogenesis, it clearly demonstrates the existence of a vasculogenic process within the tumor center that is devoid of any vessel. In this avascular area, single cells were tracked through their expression of either VE-Cadherin or Sox18 and shown to form entire blood vessels as already reported by us in skin wounds. This was further reinforced by multicolor lineage tracing showing that individual arterial or venous capillaries are formed by the juxtaposition of multiple clones and therefore unlikely to result from angiogenesis where a limited number of stalk cells would contribute to the clonal progression of vessel branching. In this setting, the vascularization process seemed to follow steps occurring during embryonic development through the expression of Sox18 but also the formation of lymphatics from cells that originate from different (Prox1 negative) vascular beds. Indeed adult lymphatic vessel formation has been shown to derive exclusively from existing lymphatics unlike the contribution of EVPs within the center of the tumor. Our findings cannot confirm or exclude if similar processes also occur at the periphery of the tumor. Indeed many vessels of blood or lymphatic origin surround the tumor. Given that the tumor periphery is not avascular, vasculogenesis is therefore unlikely in this area.

Progenitor activity of EVPs was exclusive and shown through their colony forming capacity as well as engraftment potential^8^. These properties could not be observed in TA and D populations. This strongly argues against the hypothesis that EVP, TA, and D are simply different stages of activation of otherwise similar endothelial cells. In the latter scenario where no hierarchy exists, one would expect equal engraftment and colony forming capacity. The observed functional differences suggest strongly that the cells differ intrinsically. This is strongly supported by the gene expression studies reported here clearly showing major transcriptomic changes from EVP to TA to D. Our findings highlight the transition from an endothelial cell with active expression of many mesenchymal genes important for mobility towards an endothelial cell that is adherent and expresses all of the endothelial differentiation markers including arterial and venous markers. We have previously shown a similar gene expression pattern within the aorta. The current findings reinforce the existence of a core gene expression signature that defines EVPs which include a capacity to remodel the extracellular matrix and a core set of “stem cell” genes and quiescence genes. Moreover, our findings add to lines of evidence supporting the concept of progenitors in the endothelium as defined by their function, self-renewal, plasticity, and lineage, rather than cell surface markers^9,10^. This hierarchy described in both mouse^11^ and human^12^ tissues allows a more precise definition of such progenitors. As such the current findings might differ from past studies where endothelial progenitors were defined based on a few surface markers without functional validation, an approach prone to contamination by hematopoietic or other cell lineages.

The impact of anti-angiogenic therapy on cancer progression is difficult to predict. There is even uncertainty on the goal of antiangiogenic therapy. Is it to normalize vessels to allow immune cell infiltration and drug delivery or is it to abrogate all vessel to prevent tumor growth and spread? We here also observe that EVPs have significant angiocrine activity producing many growth factors, morphogens, and cytokines that might affect tumor growth and spread. In support of this finding, inoculation of tumor cells with EVP compared to D cells resulted in significantly larger tumors. In such experiments, it is difficult to expect a large effect as the host is replete with EVPs and therefore the addition of external EVPs might not constitute a large advantage. The depletion of EVP cells through ablation of canonical Notch signaling as already observed in wounds and in vitro clearly showed the importance of these progenitors in tumor spread. Of note this did not significantly affect tumor CD31+ vessels. Previous studies of *Rbpj* depletion in the context of tumors have also reported an increase in immune cell infiltrate^26^. Interestingly, excision of tumors and follow-up showed clearly that this strategy was valid in neo-adjuvant settings. Of interest, in our hands the use of anti-VEGF-A therapy did not provide a similar protection and did not deplete EVP cells. Indeed anti-VEGF-A is unlikely to target EVP cells given their low level of expression of VEGF receptors. 

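In the tumor libraries, the receptor gene *Flt1* (VEGFR1) had 562.6 ± 533 normalized counts in EVP, 8760 ± 5537 in TA and 32710 ± 8385 in D (SD, n = 5). The 58.1-fold difference between EVP and D had a log2 fold change of -6.34 (standard error 0.55, limma adjusted p = 2.1e-07). *Flt4* (VEGFR3) had 39.1 ± 33.3 in EVP, 831.5 ± 700.3 in TA and 3506 ± 809 in D, an 89.7-fold difference. For both genes every D library lay above every EVP library. The lowest value of *Flt1* in an EVP library was 118 normalized counts, above the limit of detection.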

Given the demonstrated continuous input of progenitors we propose here that EVPs are probably a major therapeutic target for cancer control.

In conclusion, tumor vascularization recapitulates mechanism observed during embryonic development via the activation and expression of sox18 in specific progenitors of endothelial origin that form arterial and venous capillaries but also lymphatics. The hierarchy between progenitor, TA, and differentiated cell can be tracked by fate tracing as well as gene expression studies. Our findings strongly suggest that targeting EVPs is a valid strategy in controlling the progression and spread of cancer.

## Methods

### Animals

All mice were treated in accordance with University of Queensland ethics approvals and guidelines for care of experimental animals. Both males and females (8–14 weeks of age; genders housed separately) were used for this study. C57BL/6 mice (WT) were obtained from the Animal Resources Centre (Perth, Western Australia). For lineage tracing experiments, *Sox18-Cre*^*ERt2*^ and *Cdh5-Cre*^*ERt2*^ were crossed with ROSA_lox_YFP_lox_. The resultant double transgenic offspring were named *Sox18-Cre*^*ER*^ *RosaYFP* (8–12 weeks old) and *Cdh5-Cre*^*ER*^ *RosaYFP*. For endothelial-specific knockout of the gene *Rbpj*, *Rbpj*^*fl-fl*^ mice were crossed with *Cdh5-Cre*^*ER*^ *RosaYFP* to create the resultant triple-transgenic *Rbpj*^*fl/fl*^*/Cdh5-Cre*^*ER*^ *RosaYFP*. For polyclonal lineage tracing, *Cdh5-Cre*^*ERt2*^ were crossed with the *Rainbow* (CAG-Brainbow 1.0) mice to create the resultant *Cdh5-Cre*^*ER*^ *Rainbow*. *Prox1-Cre*^*ERt2*^ were crossed with *tDTomato* reporter mice to create the resultant *Prox1-Cre*^*ER*^ *tDTomato*. Ubiquitous *CAG-GFP* mice were used for all stem cell transplant experiments. All lineage tracing experiments were conducted using Tamoxifen (Sigma-Aldrich, MI, USA) made up in 90% corn oil (Sigma-Aldrich) and 10% ethanol, with each mouse receiving a 2 mg dose per intraperitoneal injection (100 µL of 20 mg/ml solution). Mice being treated with either anti-mouse VEGF-A (BioLegend (#512808), CA, USA) or Isotype control (BioLegend (#400533)) were given a dose of 100 µg every 4 days via intraperitoneal injections.

### Tumor cell culture

B16-F0 cells were cultured using RPMI 1640 supplemented with 10% fetal bovine serum (FBS). Cells were passaged every 4 days, with 5 × 10^5^ cells in saline (300 µL) were injected subcutaneously on each flank of mice for in vivo tumor studies. Metastatic melanoma cell line HcMel12 cells were obtained as a single cell suspension following 3 subsequent in vivo passaging (in vivo tumors were passaged after 14 days of growth). 2 × 10^5^ cells in saline (300 µL) were injected subcutaneously for in vivo tumor studies.

### Tissue processing of murine B16-F0 and HcMel12 tumors

Tissues were collected for ex vivo analyses at defined end points tumors (D5, D10, and D15). Tumors were first digested for 20 min at 37 °C in 1 mg/ml collagenase I (Gibco, Life Technologies, NY, USA), 1 mg/ml dispase (Gibco, Life Technologies, NY, USA), 150 μg/ml DNase-I (Sigma-Aldrich, St. Louis, MO, USA) before passing the suspension through a 70 μM cell strainer. Lineage+ cells were then depleted from tumor cell suspensions via MACS® cell separation according to the manufacturer’s instructions (Miltenyi Biotech, Cologne, Germany). Cell number and viability for each sample was assessed using 0.4% Trypan blue solution and a hemocytometer. Single cell suspensions were then used for flow sorting or analysis by flow cytometry. For transplantation studies, tumors were grown in CAG-GFP+ mice and GFP+ EVP, TA, and D cells were isolated from harvested tumors.

### Flow cytometry and FACS

Dissociated single cells in PBS/BSA/EDTA were then incubated with various antibody combinations for multi-parameter flow acquisition and analysis. A Gallios™ flow cytometer was used for sample acquisition, while unbiased data analyses were performed with Kaluza® analysis software (Beckman-Coulter, Miami, FL, USA). FACS was performed by using a FACSaria cell sorter (Becton Dickinson, Franklin Lakes, NJ, USA). Extreme care was taken during cell sorting to ensure only “singlets” were being gated and any potential “doublets” were being gated out. Cell populations were collected in 5 ml polypropylene tubes containing 100% fetal calf serum (FCS). The following combinations of antibodies were used to assess the endothelial hierarchy populations: Rat anti-mouse VEGFR2 PE (1:50), Sca-1 (1:50), c-KIT (1:50), CD31 PE-Cy7 (1:100), and CD34 Alexa647 (1:50) (Becton Dickinson, NJ, USA), Rat anti-mouse Lineage cocktail BV450 (1:50) (BioLegend), Rat anti-mouse CD144 FITC (1:50) (eBioscience). FMO was used to delineate negative gating for each antibody.

### RNA extraction

RNA was extracted from FACS sorted EVP, TA, and D cells using a QIAGEN mini kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA quality and concentration was assessed using A260 nm/A280 nm spectroscopy on the Nanodrop ND-1000 (Thermo-scientific, Langenselbold, Germany). 5–100 ng of RNA was used for cDNA synthesis using the Superscript III Reverse Transcription Kit (Invitrogen, Mount Waverley, Australia).

### Library preparation, RNASeq, and data analysis

RNA-Seq libraries were prepared from purified total RNA using a modified Smart-Seq2 protocol^27^. 2 ng of purified total RNA (0.4 ng/µL) was combined with 1 µL of 10 µM oligo-dT primer (/5Biosg/AAGCAGTGGTATCAACGCAGAGTACT30VN; Integrated DNA Technologies) and 1 µL of dNTP mix (10 mM each; Invitrogen, y02256), then the protocol was continued as described (ref. ^2^). Briefly, the RNA was reverse transcribed with the Smart-Seq2 TSO (/5Biosg/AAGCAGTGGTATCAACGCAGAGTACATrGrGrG, Integrated DNA Technologies), followed by 12 cycles of PCR amplification to obtain enough cDNA to prepare a library. Volumes of reagents were scaled accordingly to maintain final concentration ratios as in the original protocol, except for the PCR preamplification where the Smart-Seq2 ISPCR primer (/5Biosg/AAGCAGTGGTATCAACGCAGAGT; Integrated DNA Technologies) was added to a final concentration of 0.25 µM. 0.5 ng of cDNA was prepped into a library using the Nextera XT DNA sample preparation kit (Illumina, FC-131-1096), with 12 cycles of PCR used to amplify the final library. The final Nextera XT libraries were quantified on the Agilent Bioanalyzer with the High Sensitivity DNA kit (Agilent Technologies, 4067–4626). Libraries were pooled in equimolar ratios, and the pool was quantified by qPCR using the KAPA Library Quantification Kit—Illumina/Universal (KAPA Biosystems, KK4824) in combination with the Life Technologies Viia 7 real time PCR instrument. Sequencing was performed using the Illumina NextSeq500 (NextSeq control software v2.0.2/Real Time Analysis v2.4.11). The library pool was diluted and denatured according to the standard NextSeq protocol (Document # 15048776 v02), and sequenced to generate paired-end 76 bp reads using a 150 cycle NextSeq500/550 High Output reagent Kit v2 (Catalog # FC-404-2002). After sequencing, fastq files were generated using bcl2fastq2 (v2.17). Library preparation and sequencing was performed at the Institute for Molecular Bioscience Sequencing Facility (University of Queensland).

### Data analysis

The RNA-seq reads were mapped to the Mus musculus mm10 genome with STAR version 2.5.3a^28^ using Ensembl annotation (GRCm38, release 91). Reads were quantified with HTSeqcount version 0.6.1^29^ using the attribute gene_id from the Ensembl GTF file GRCm38 release 91 as feature ID. Read count normalization and differential gene expression analysis was performed using DESeq2 version 1.10.1^30^.

### Immunofluorescence and imaging

Dissected tumors were fixed for 2 h in 4% PFA. The fixative was removed with 3× washes of 1× PBS (Amresco, Solon, OH, USA). Tissues were subsequently infused with sucrose before cryo-embedding. For staining of specific antigens, cryo-sections were permeabilized in 0.5% Triton-X-100 (Chem Supply, Gillman, South Australia) before blocking with 20% normal goat serum. For this study, primary antibodies used included rat anti-mouse CD31 (1:50), rat anti-mouse VEGFR2 (1:50), rat anti-mouse CD34 (1:50) (all from Becton Dickinson); rabbit anti-mouse LYVE-1 (1:100), rabbit anti-mouse Dll4 (1:250), rabbit anti-mouse endomucin (1:100) (Abcam, MA, USA) and hamster anti-mouse Podoplanin (1:100) (AngioBio, CA, USA). Excess and unbound antibody was then removed with 3 × 5 min washes in a solution containing 1× PBS/0.1% Tween-20 (Amresco, Solon, OH, USA). Secondary antibodies conjugated with Alexa-Fluor 568 or 647 (Invitrogen, Carlsbad, CA, USA) were used for fluorescence detection. Briefly, sections were incubated with secondary antibodies for 40 min at room temperature. Excess antibody was removed by 3× washes in PBS/0.1% Tween-20. Nuclear staining was revealed in specimens mounted with ProLong® Gold mounting media containing DAPI (Invitrogen, Carlsbad, CA, USA). Confocal images were acquired with a Zeiss LSM 710 microscope equipped with Argon 561-10 nm DPSS and 633 nm HeNe lasers, and a 405-30 nm diode. Images were obtained at 10× and 20×. Immunofluorescence vessel quantification was conducted using ImageJ (NIH). Vascular beds were located and imaged as described above. The region of interest was kept consistent, and vascular beds were overlaid with the YFP channel and quantified as a percentage overlap standardized to YFP coverage.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism v5c software. Data were analyzed using the following tests: Mann–Whitney (for non-parametric data), *T*-tests 1-way or 2-way ANOVA with Bonferroni correction for parametric data. A *p*-value < 0.05 was considered significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All sequencing data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE114528.

# Supplementary material for: Endovascular progenitors infiltrate melanomas and differentiate towards a variety of vascular beds promoting tumor metastasis
**Source:** Nat Commun. 2019 Jan 3;10:18. doi: 10.1038/s41467-018-07961-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Endovascular progenitors infiltrate melanomas and differentiate towards a variety of vascular beds promoting tumor metastasis**

Prudence Donovan<sup>1</sup>, Jatin Patel<sup>1</sup>, James Dight<sup>1</sup>, Ho Yi Wong<sup>1</sup>, Seen-Ling Sim<sup>1</sup>, Valentine Murigneux<sup>1</sup>, Mathias Francois<sup>2</sup>, Kiarash Khosrotehrani<sup>1</sup>

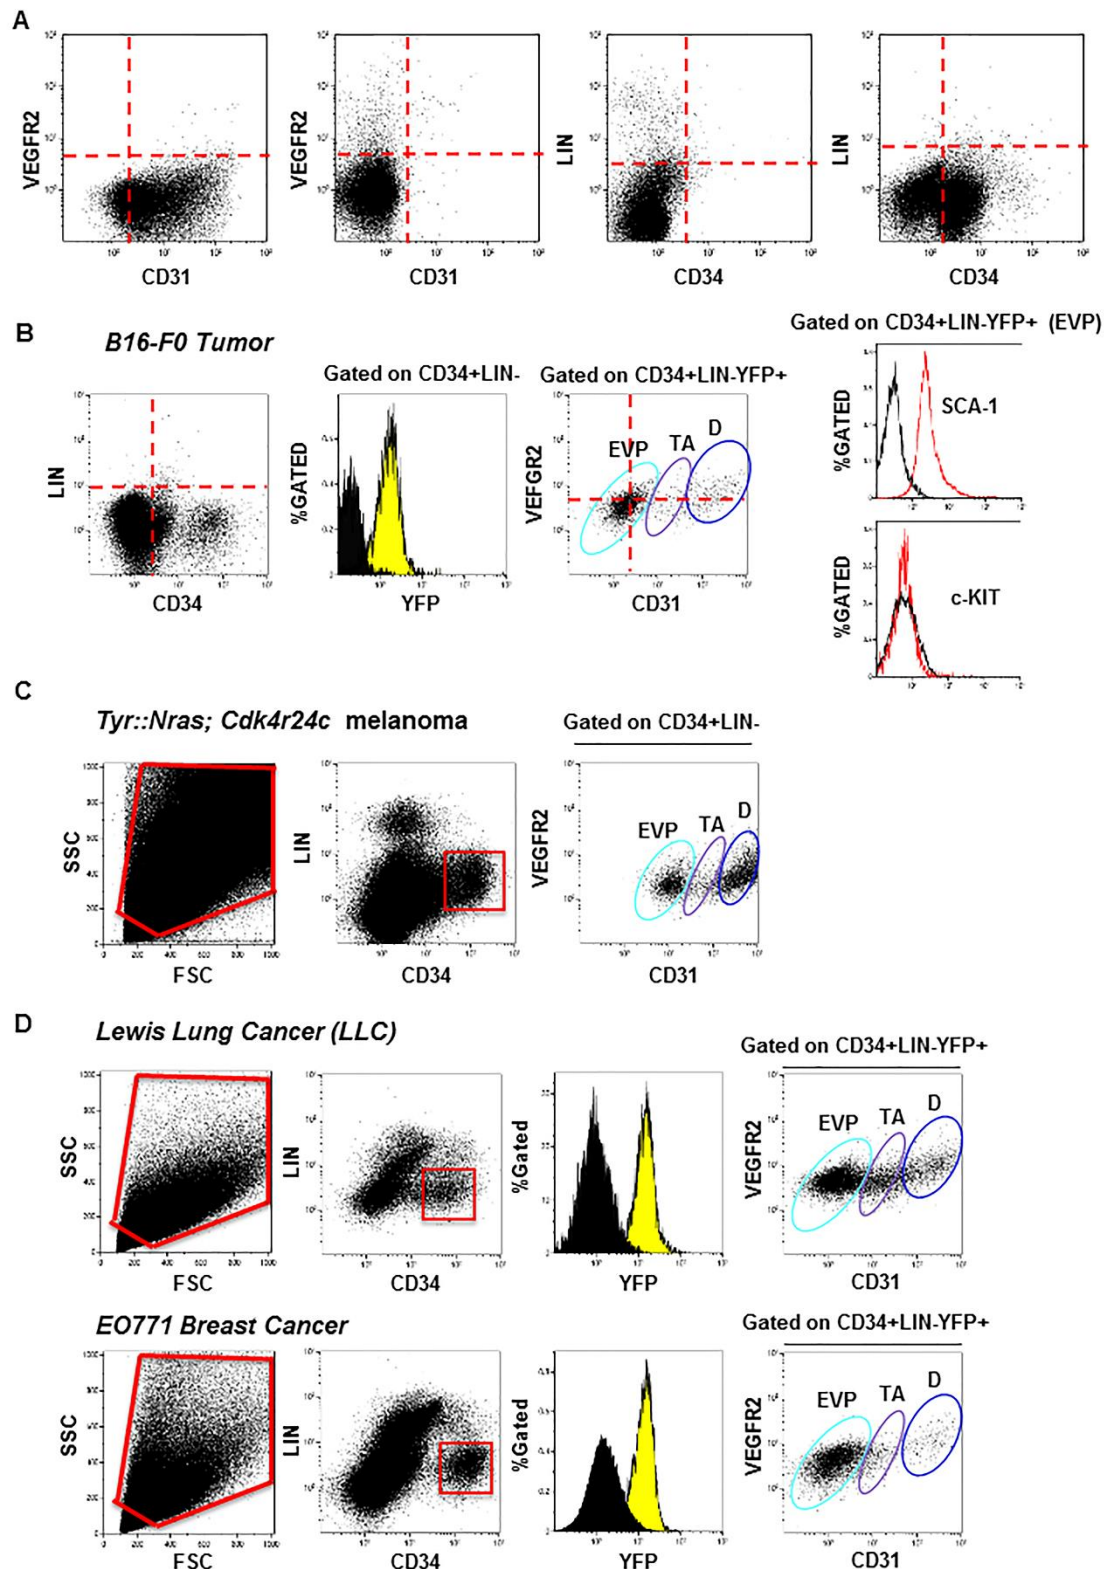

**Supplementary Figure 1. Defining the endothelial hierarchy in solid tumor settings. (A)** Fluorescence-minus-one (FMO) of the endothelial markers used to determine gating strategy. **(B)** *Cdh5-Cre<sup>ER</sup> RosaYFP* lineage tracing used to demonstrate that EVP within B16-F0 tumors are Sca-1+ and negative for hematopoietic marker c-KIT (n=3). **(C)** Flow cytometry plots demonstrating the existence of the endothelial hierarchy in spontaneously developed melanomas using the mouse line *Tyr::Nras*;

*Cdk4r24c* (n=3). **(D)** Flow cytometry plots demonstrating the existence of the endothelial hierarchy in Lewis Lung Carcinoma (n=3) and EO771 Breast Cancer (n=3) tumor models. EVP – Endovascular progenitor; TA- Transit amplifying; D – Definitive differentiated.

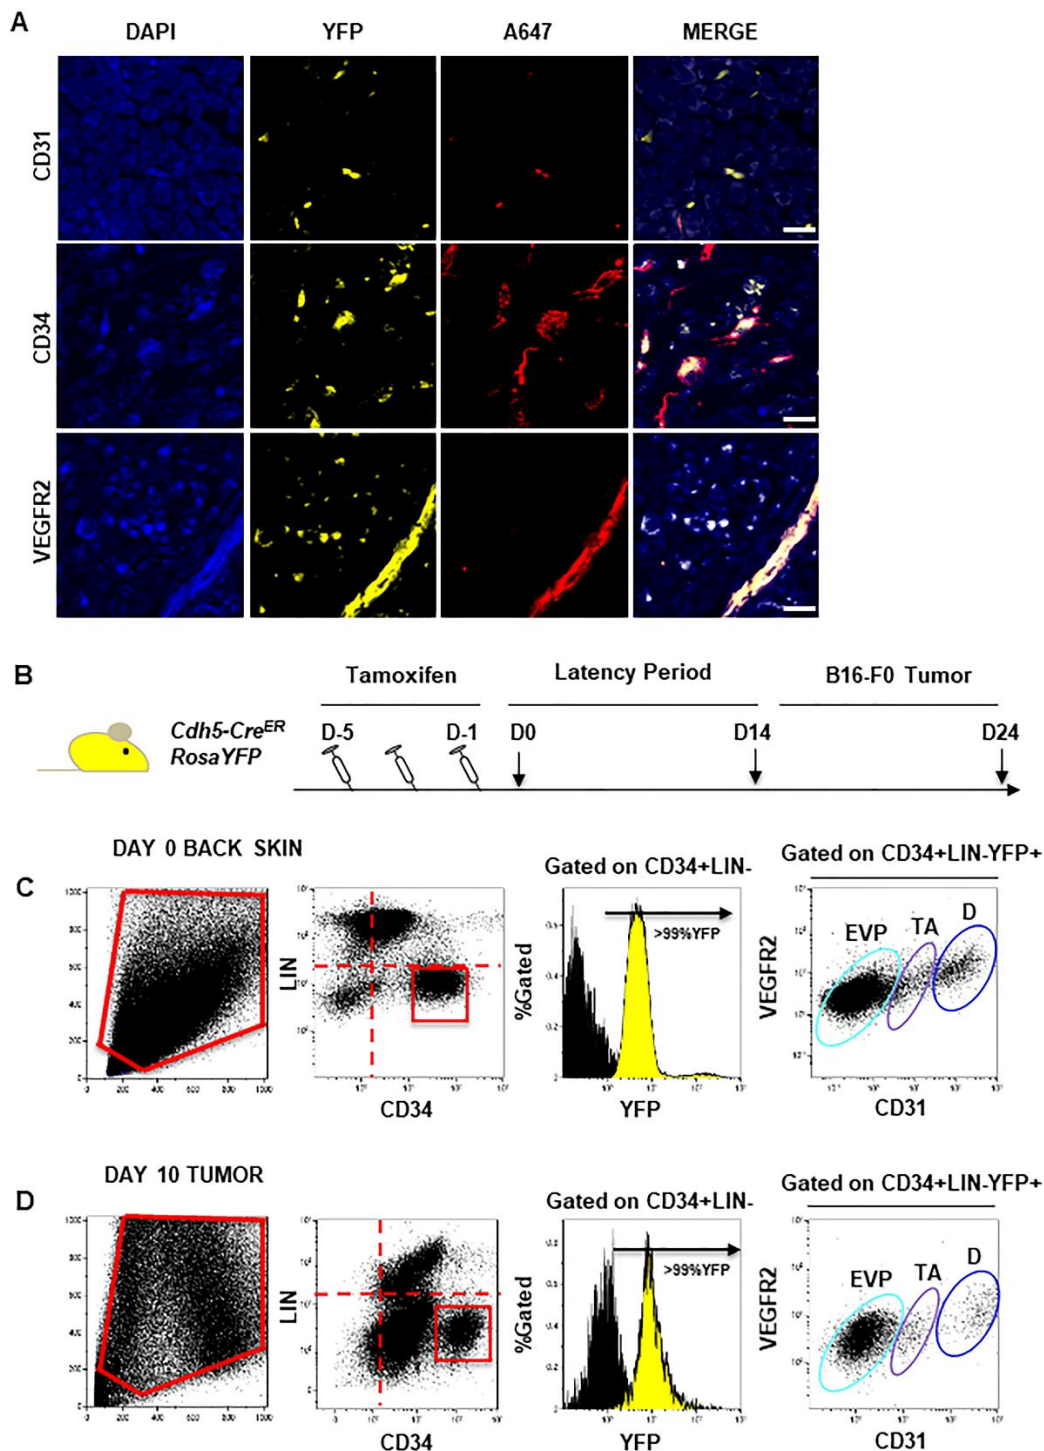

**Supplementary Figure 2. Defining the origin of EVP.** (A) Representative micrographs of tumor sections taken from *Cdh5-Cre<sup>ER</sup> RosaYFP* and *Sox18-Cre<sup>ER</sup> RosaYFP* lineage tracing models demonstrate that the EVP are individual YFP+ foci that are CD34+ but absent for CD31 and VEGFR2. (B) Schematic representation of the experimental model used to assess if endothelial dilution was occurring by unlabeled cells after 5 days of tamoxifen administration (n=6). (C) Normal back skin was processed and greater than 99% of all LIN-CD34+ cells were YFP+, demonstrating the entire labelling of the vasculature and endothelial hierarchy (n=3). (D) The tumors were then collected 10 days later,

or 24 days after their final tamoxifen injection (n=3). Within the tumors greater than 99% of all LIN-CD34+ cells remained YFP+, clarifying that the endothelial hierarchy was only originating from the vasculature and not being diluted by other unlabeled populations. EVP – Endovascular progenitor; TA-Transit amplifying; D – Definitive differentiated.

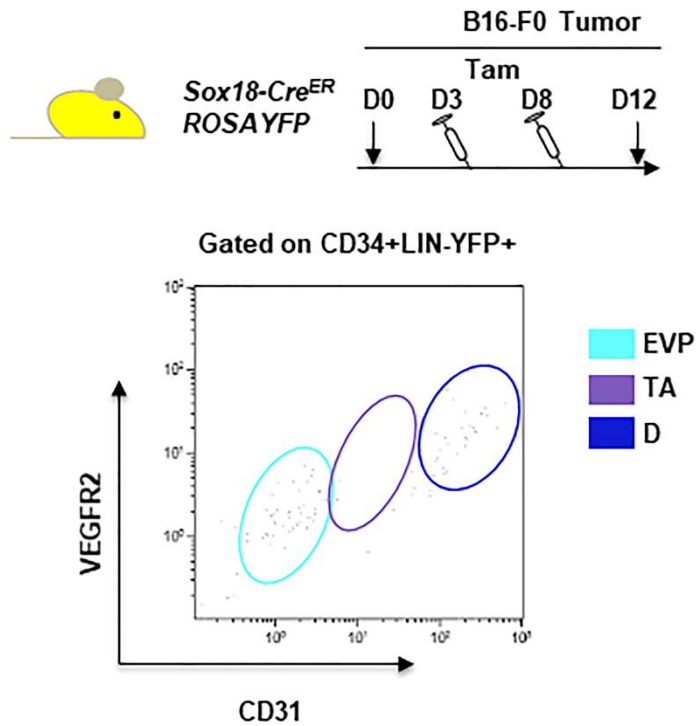

**Supplementary Figure 3. Dynamic contribution of EVP over time of tumor growth.** Schematic diagram of the *Sox18-Cre<sup>ER</sup> Rosa<sup>YFP</sup>* lineage tracing model employed with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving tamoxifen (Tam) days 3 and 8 (D3, D8) post tumor inoculation (n=3). Flow cytometry plots at D12 post tumor inoculation show YFP+ EVP can be observed, demonstrating the continual migration of EVP during tumor growth. Scale bar represents 50µm. EVP – Endovascular progenitor; TA- Transit amplifying; D – Definitive differentiated.

| <b>Term</b>                                   | <b>P-Value</b> | <b>Bonferonni</b> | <b>Benjamini</b> | <b>FDR</b> |
|-----------------------------------------------|----------------|-------------------|------------------|------------|
| <b>ECM-receptor interaction</b>               | 5.59E-16       | 1.48E-13          | 1.48E-13         | 7.33E-13   |
| <b>Focal adhesion</b>                         | 1.09E-14       | 2.91E-12          | 1.45E-12         | 1.43E-11   |
| <b>PI3K-Akt signaling pathway</b>             | 6.53E-12       | 1.74E-09          | 5.81E-10         | 8.57E-09   |
| <b>Protein digestion and absorption</b>       | 6.54E-12       | 1.75E-09          | 4.36E-10         | 8.58E-09   |
| <b>Proteoglycans in cancer</b>                | 5.07E-11       | 1.35E-08          | 2.71E-09         | 6.65E-08   |
| <b>Rap1 signaling pathway</b>                 | 3.67E-09       | 9.80E-07          | 1.63E-07         | 4.82E-06   |
| <b>Pathways in cancer</b>                     | 3.17E-08       | 8.47E-06          | 1.21E-06         | 4.17E-05   |
| <b>Cytokine-cytokine receptor interaction</b> | 1.16E-07       | 3.08E-05          | 3.85E-06         | 1.52E-04   |

**Supplementary Figure 4. RNA-sequencing data analysis.** (A) Pathway analysis (DAVID) shows extra-cellular matrix-receptor interaction and focal adhesion were the top pathways reflecting the activity of EVP cells. (B-F) Comparison of key genes from the RNA-sequencing between EVP, TA and D (\*\*p<0.01; \*\*\*p<0.001 vs EVP respectively; Mann Whitney T-Test). EVP – Endovascular progenitor; TA- Transit amplifying; D – Definitive differentiated.

Supplementary Figures 4B-F are on the following pages below.

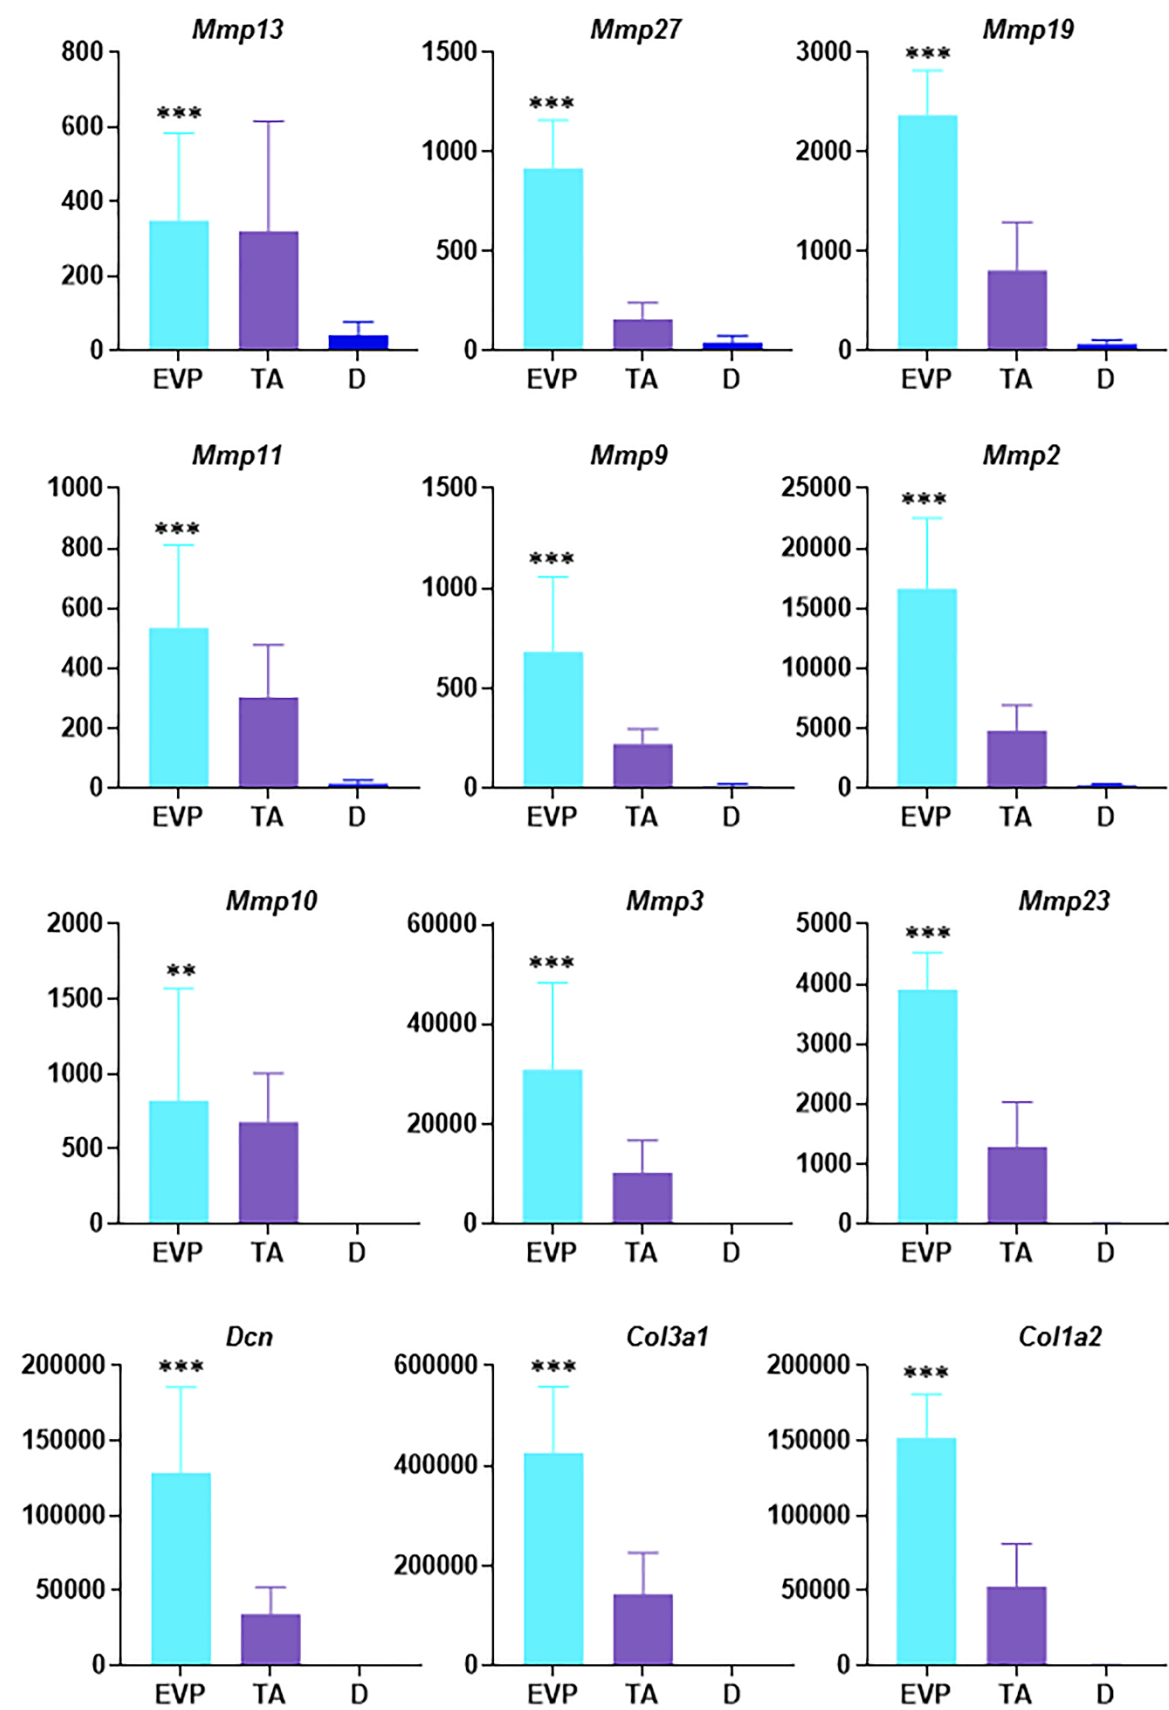

Supplementary Figure 4B

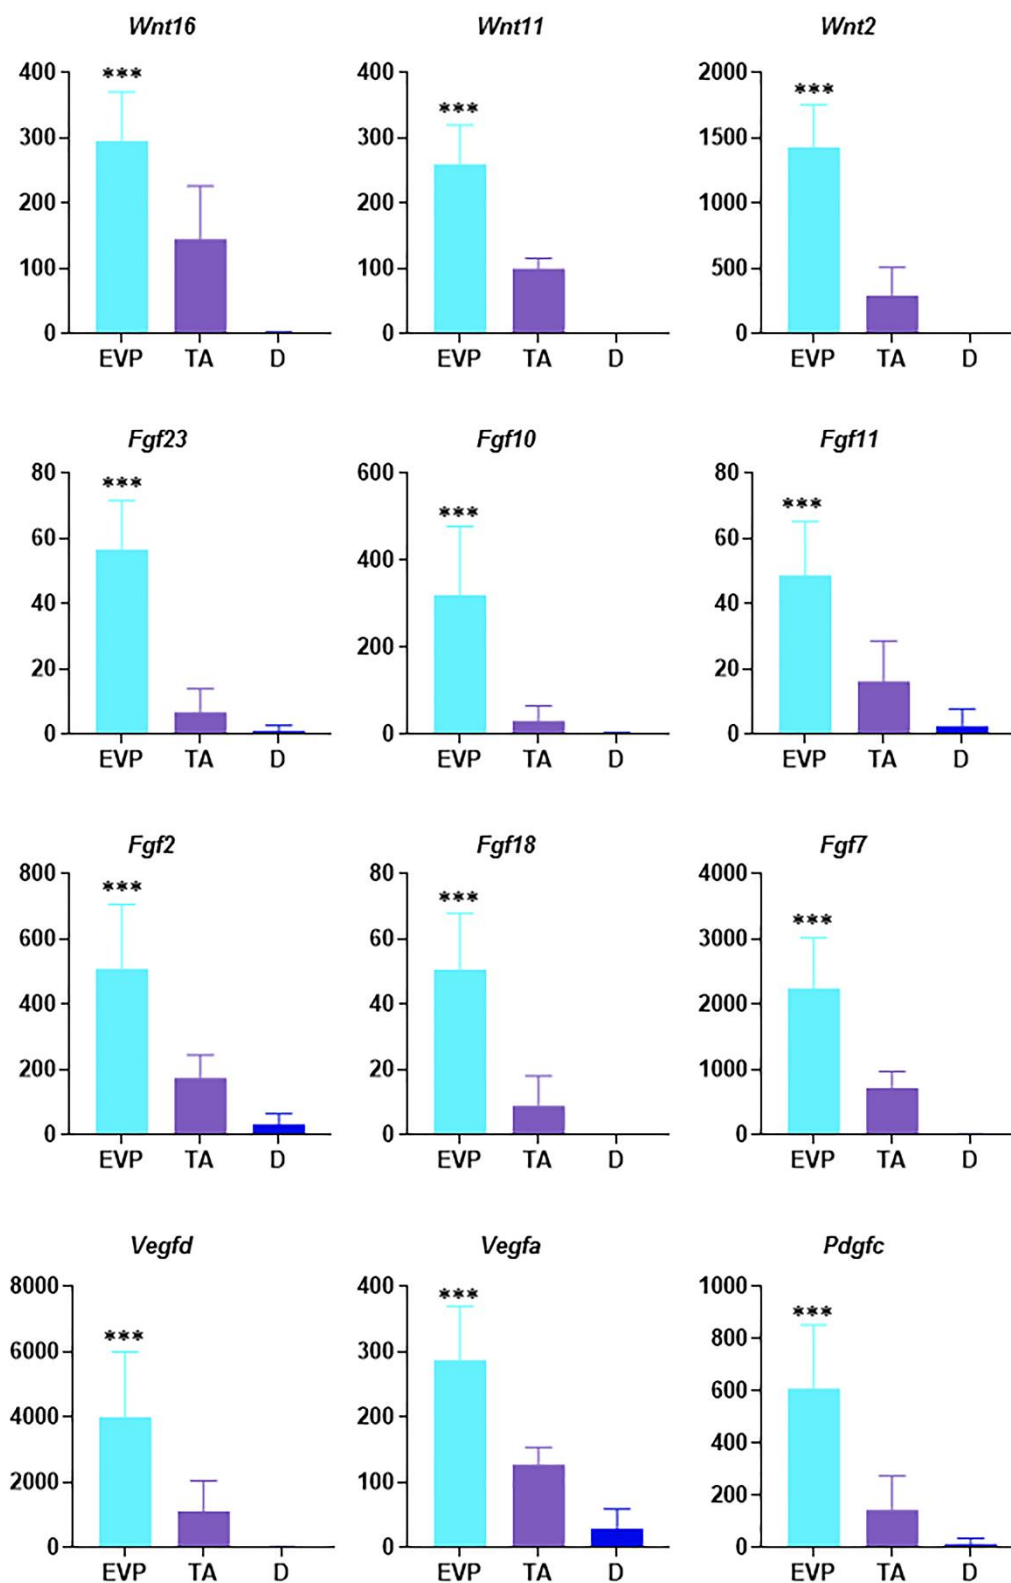

Supplementary Figure 4C

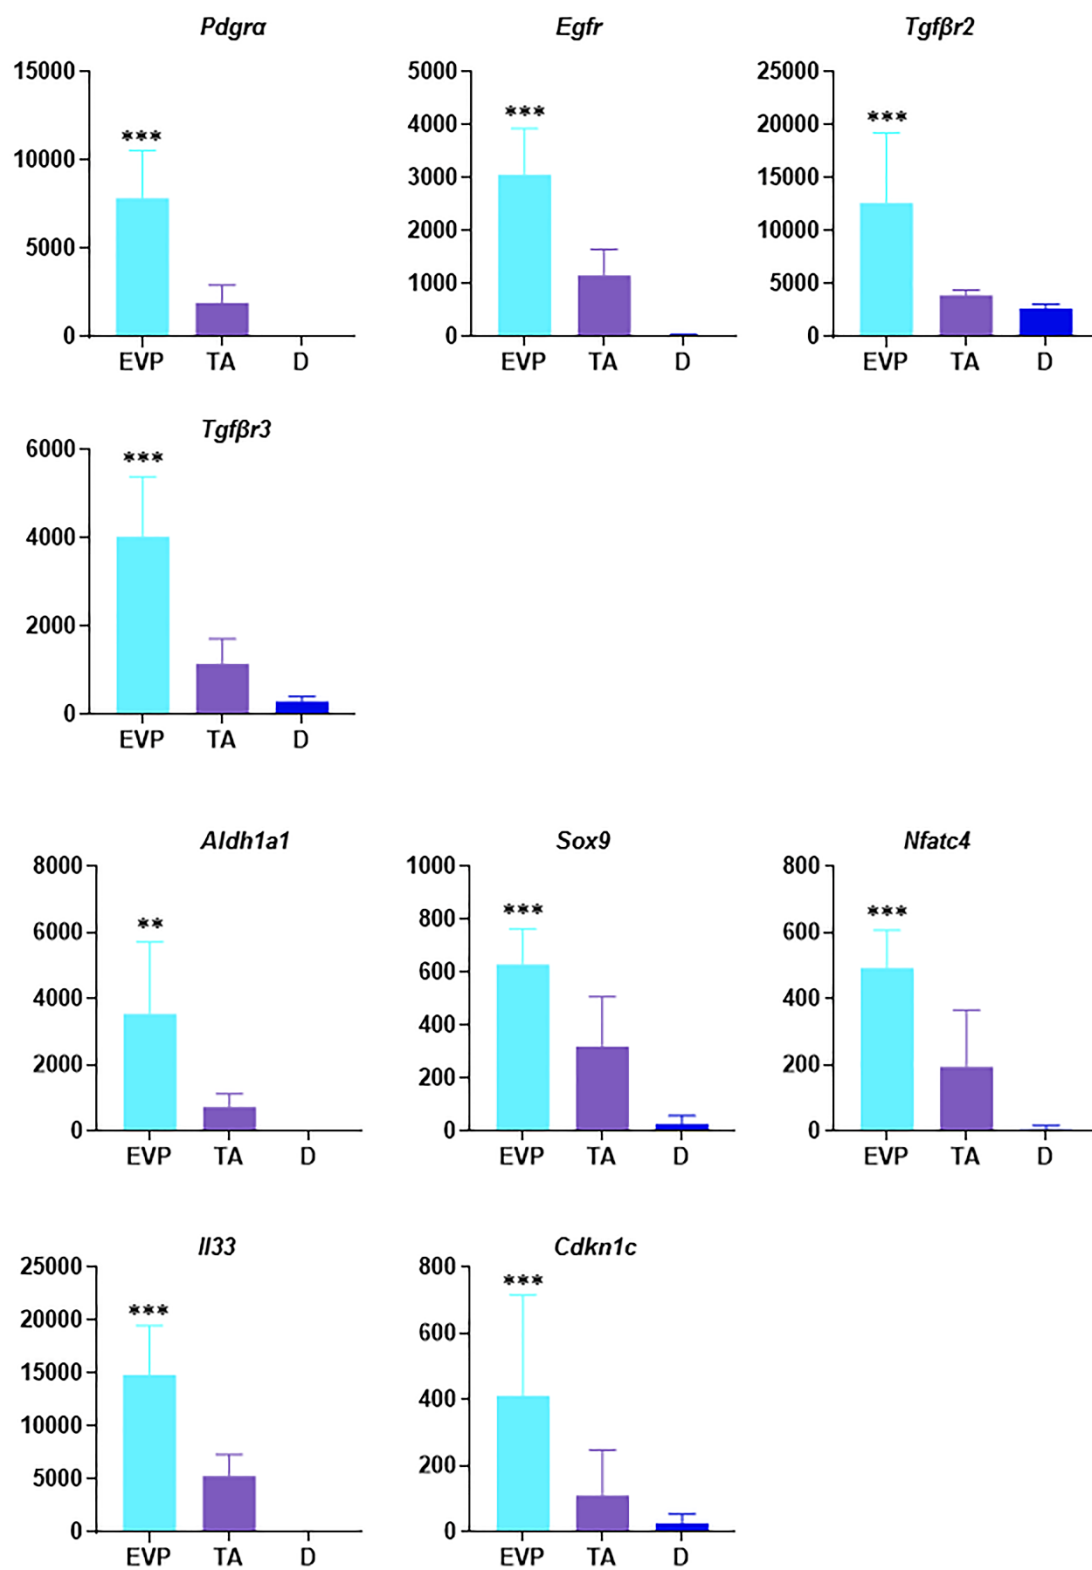

Supplementary Figure 4D

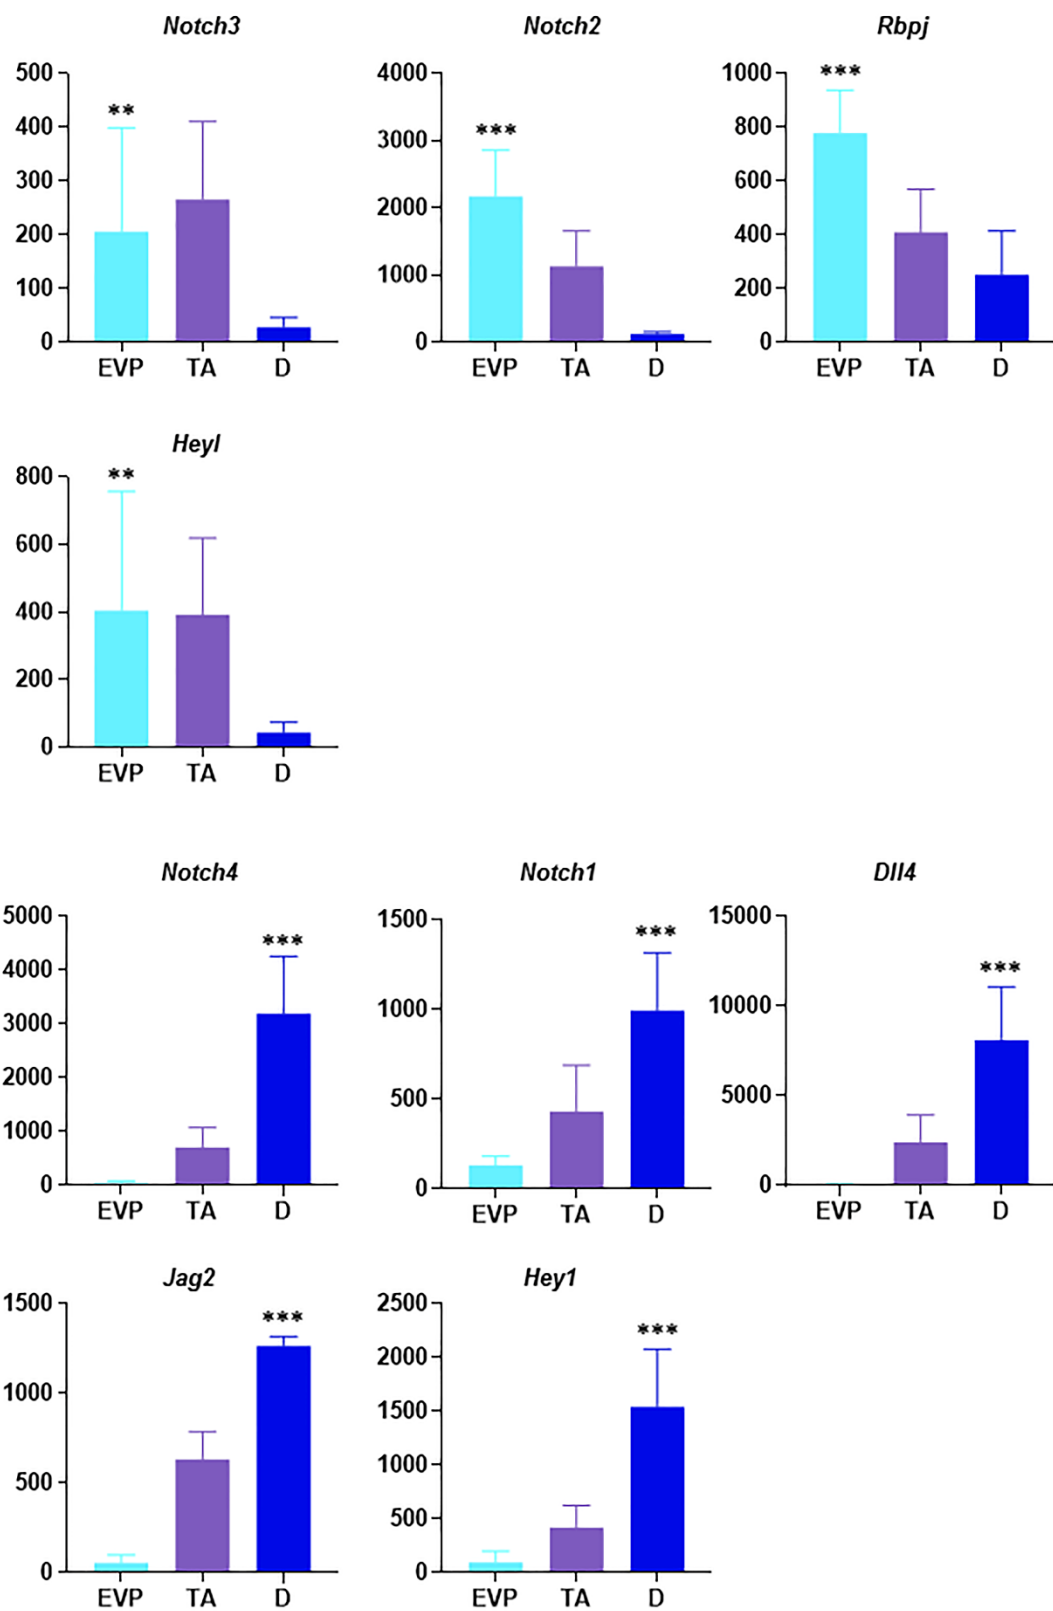

Supplementary Figure 4E

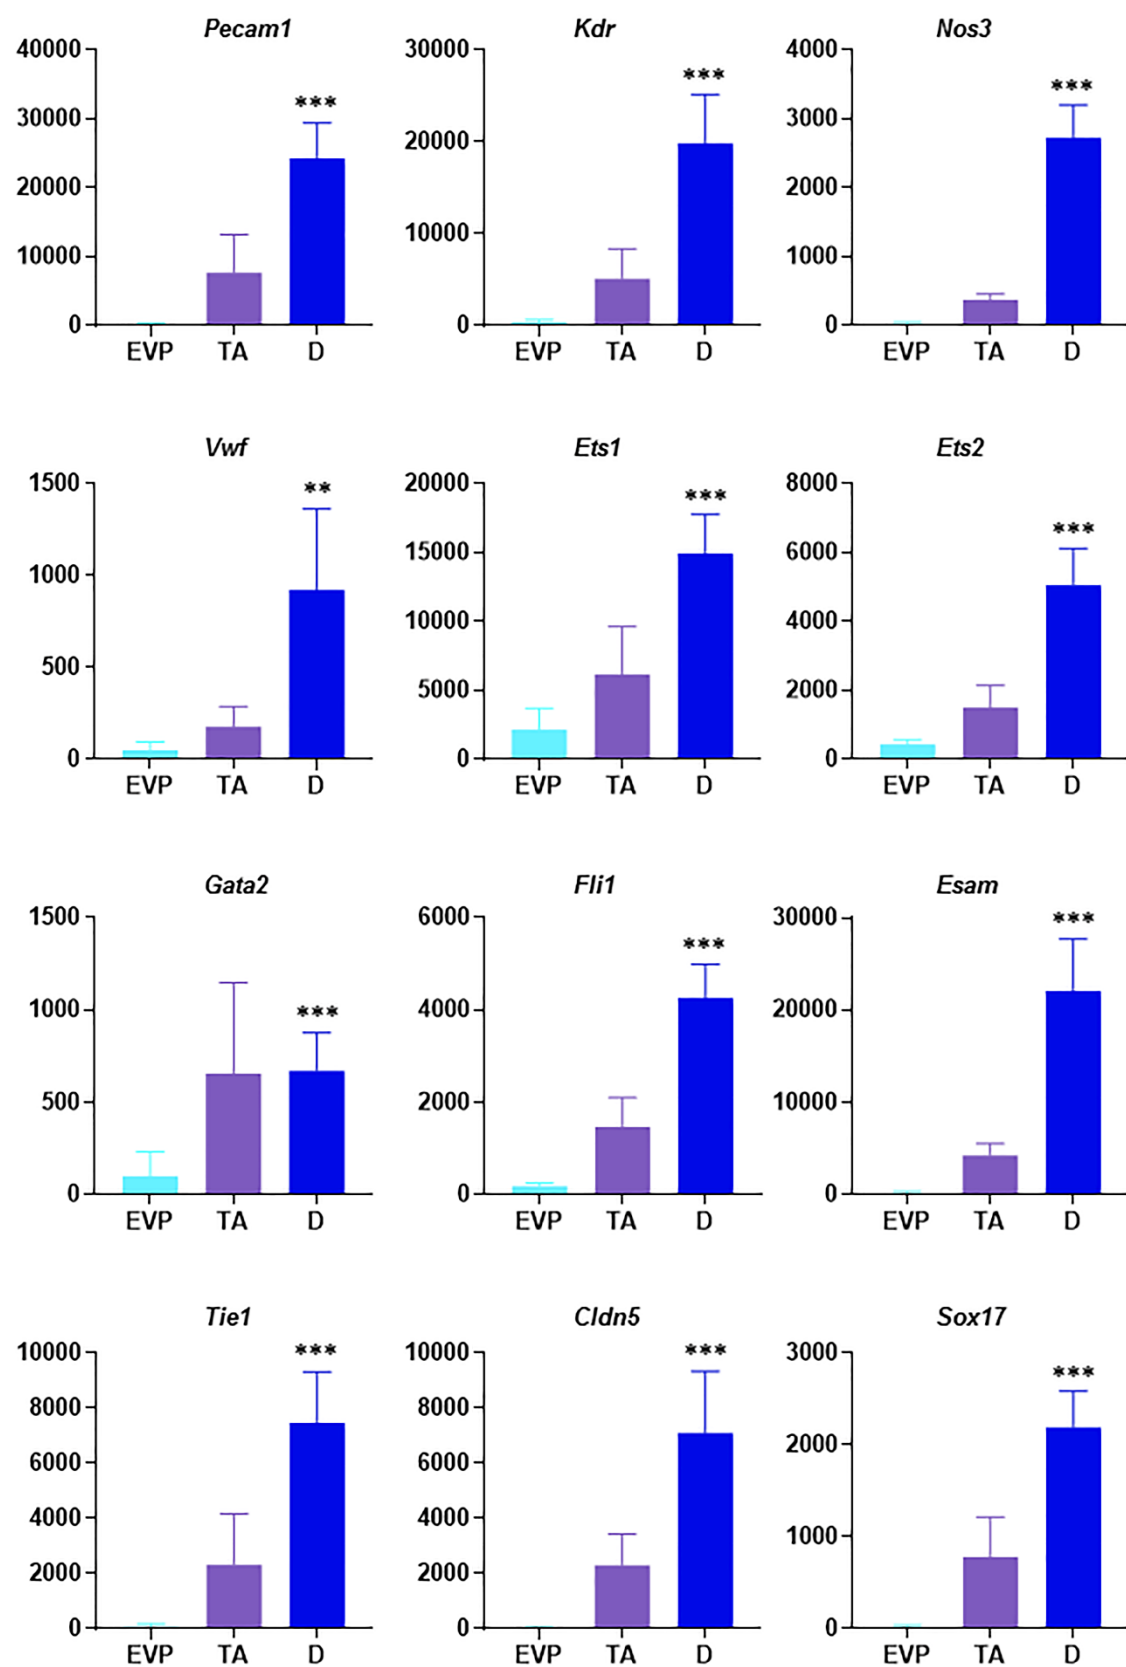

Supplementary Figure 4F

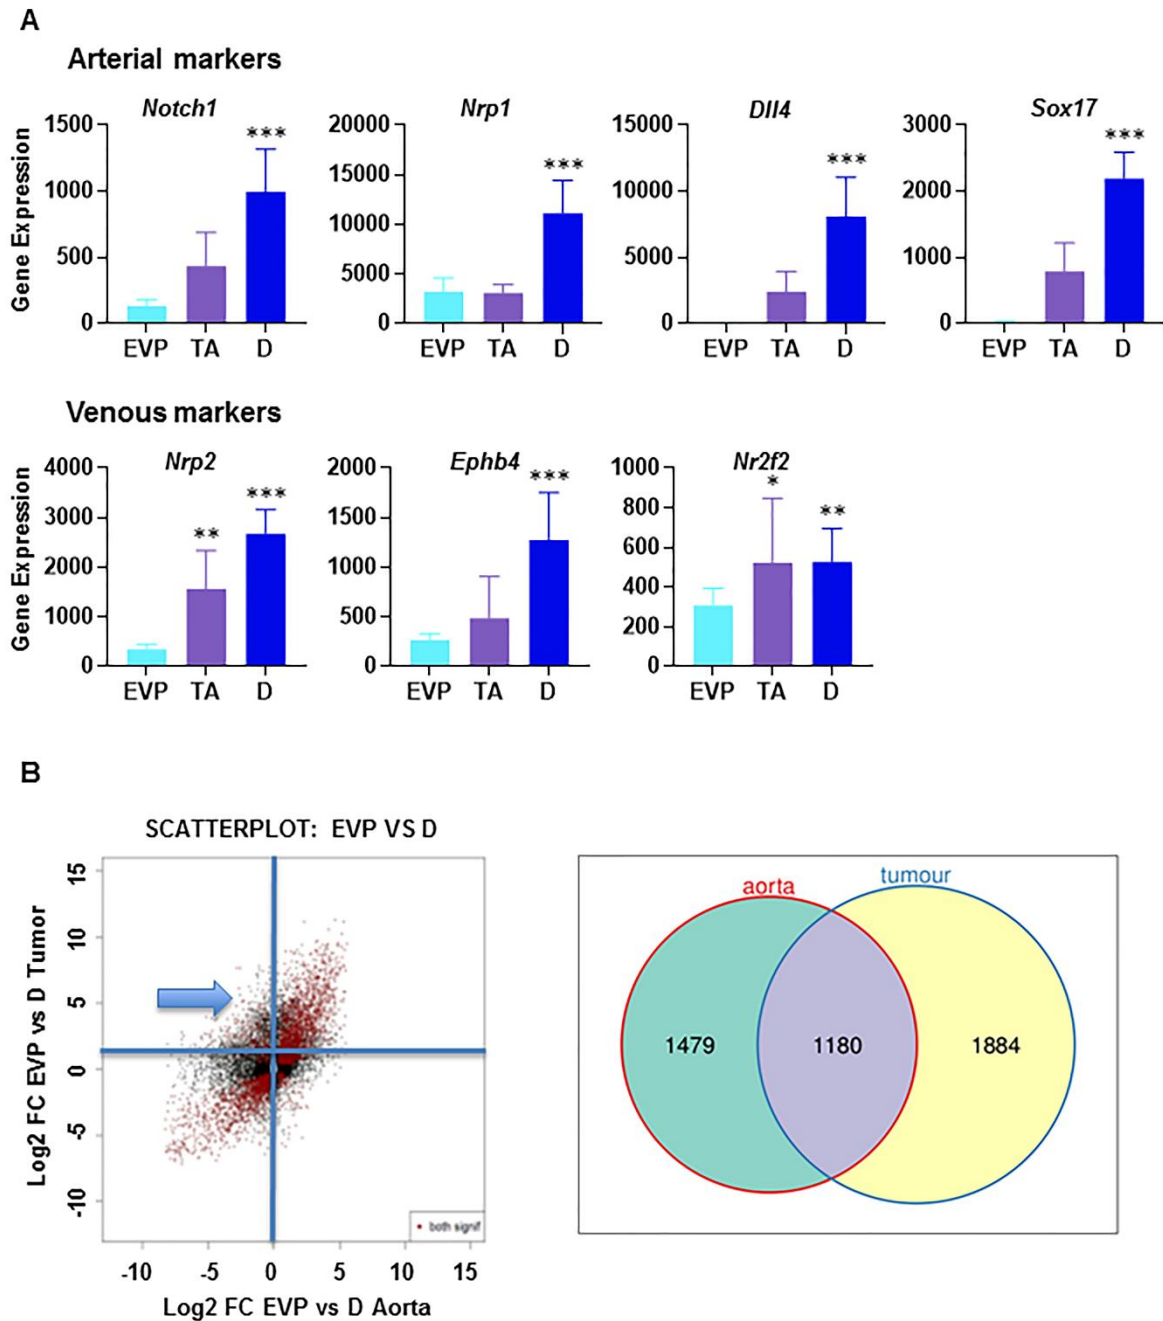

**Supplementary Figure 5. RNA-Sequencing data analysis.** (A) Expression of arterial and venous genes between EVP, TA and D populations (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  vs EVP respectively; Mann-Whitney T-Test). (B) Scatter plot demonstrating overlap of gene expression from aorta and tumor EVP RNA-sequencing. Many of the same stem cell genes observed in aorta are upregulated in the EVP in tumors (\*\*\* $p < 0.001$  vs D). A Venn diagram also indicates the number of genes being differentially regulated in the aorta and tumors. This analysis was limited to significantly upregulated genes with a fold change  $> 2$ . Results presented as mean  $\pm$  SEM. EVP – Endovascular progenitor; TA- Transit amplifying; D – Definitive differentiated.

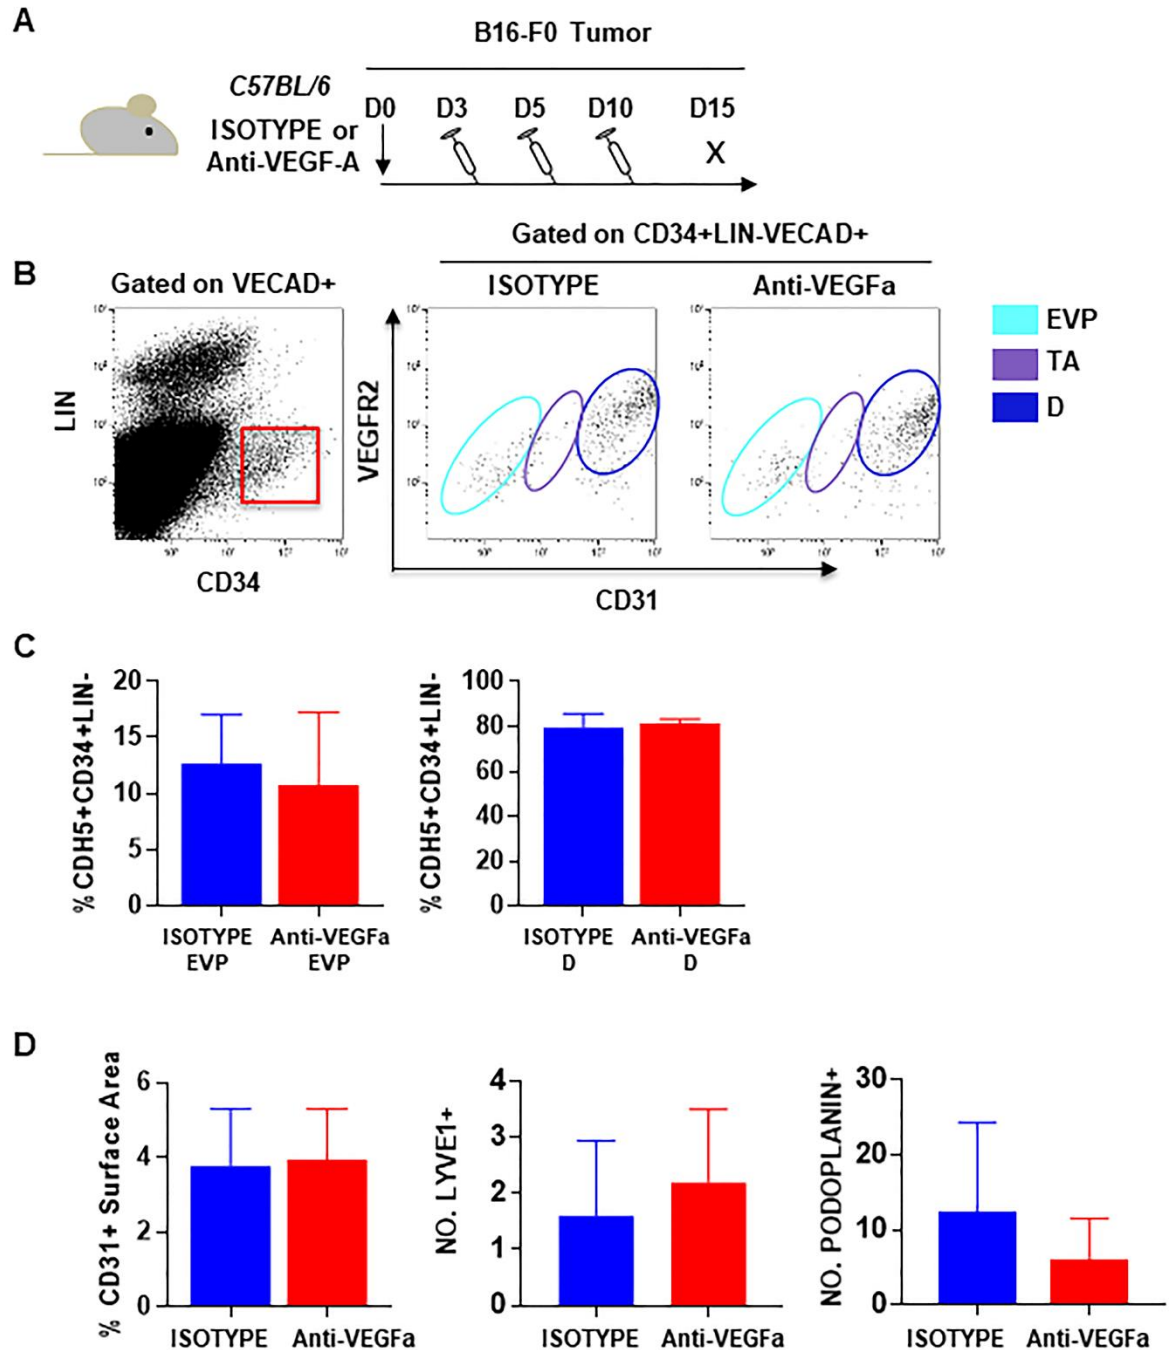

**Supplementary Figure 6. Anti-VEGFA treatment.** (A) Schematic diagram of C57BL/6 wild-type mice inoculated with B16-F0 melanoma cells injected at day 0 (D0), with mice receiving either isotype or anti-VEGF-A at Days 3, 5 and 10 (D3, D5, D10) (n=5). (B-C) Flow cytometry plots demonstrating no change in the numbers of EVP or D present in the tumor between the treatment groups. (D) No difference was also observed in percentage CD31+ vessel surface area or number of Lyve1+ or Podoplanin+ vessels (Mann-Whitney T-Test). Results presented as mean  $\pm$  SEM. EVP – Endovascular progenitor; TA- Transit amplifying; D – Definitive differentiated.

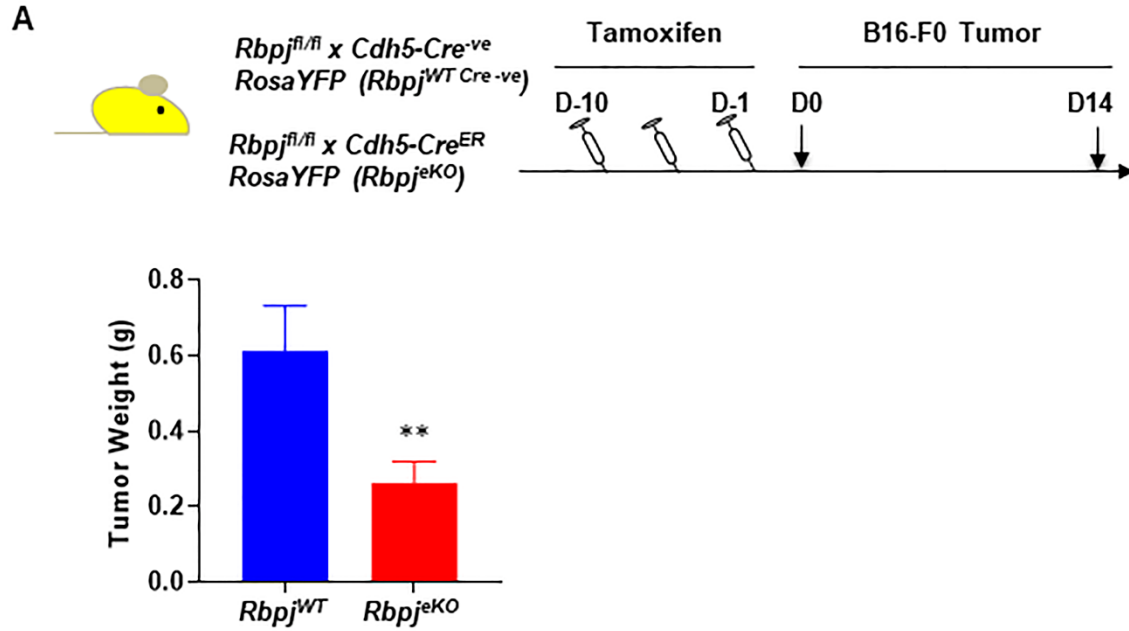

**Supplementary Figure 7. Tumor weight after *RBPJ* vascular knockout.** Schematic diagram of the *Rbpj<sup>fl/fl</sup>/Cdh5-Cre<sup>ER</sup> RosaYFP (Rbpj<sup>eKO</sup>)* and *Rbpj<sup>fl/fl</sup> RosaYFP (Rbpj<sup>WT</sup>-Cre<sup>Negative</sup>)* lineage tracing model employed, with mice receiving tamoxifen (Tam) for 10 consecutive days prior to tumor inoculation with B16-Fo melanoma cells injected at day 0 (D0). Tumors were collected at D14 and comparison of weight between groups were assessed (\*\*p<0.01; Mann-Whitney T-Test; n=5). Results presented as mean +/- SEM.

How the deposited data were processed for this re-analysis (not part of the article)

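Processed data of 15 RNA sequencing libraries were used, 5 each of EVP, TA and D cells, sorted as GFP positive cells from B16-F0 tumors collected on day 15. The authors prepared the libraries with a modified Smart-Seq2 protocol, aligned the reads with STAR 2.5.3a to the mouse genome GRCm38, counted them per gene with HTSeq-count 0.6.1 and normalized the counts with DESeq2 1.10.1. The normalized counts deposited by the authors are signal values, gene counts divided by 1 size factor per library. The authors also deposited the results of their own DESeq2 comparisons of each pair of populations. In these tables the mean is a deposited signal value over the normalized counts, and the fold change and its standard error deposited by the authors are on the log2 scale. The authors' Wald statistic is a deposited score, and the authors' p-values are deposited with and without adjustment for multiple testing. Values from these tables are used only where the text names the authors' deposited table.

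The table of normalized counts holds 53465 genes, of which 6716 have no value above 0 in any library. Each library's values were divided by the smallest value above 0, and 100% of the results were whole numbers, so whole reads were recovered. Reads counted on genes ranged from 5394356 to 26513073 per library, with a median of 19049194. A floor of 3 reads served as the limit of detection, and where all libraries of a population were at or under it, the fold was computed against the floor and is given as a lower bound. Gene coordinates and exon lengths came from the annotation of GRCm38, which matched 99.8% of the genes. Of all genes, 220 share their symbol with another gene and were left out of lists by symbol, so that 10 of 11 pan-leukocyte genes and 6 of 7 lymphatic genes were used.

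The main tests, marker lists and alternatives were chosen before the data were examined, except those described as added. Log2(normalized count + 1) was analyzed for the 25549 genes with a mean of at least 5 normalized counts. Populations were compared with limma 3.58.1 in R 4.3.3 (linear model with 1 coefficient per population, moderated t statistics with a trend, two-sided), with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Folds are ratios of mean normalized counts. Values after ± are SDs. As alternatives on whole reads, edgeR 4.0.16 called 3849, 663 and 2570 genes between EVP and D, EVP and TA, and TA and D, and DESeq2 1.42.0 called 5546, 1900 and 4202. Genes are named in the text if the paper names them for this experiment (92 genes), if they belong to a list or set under discussion, or if they are among the 5 with the largest rise or fall in a comparison among those past the threshold whose libraries do not overlap.

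Principal components were computed on centered values without scaling, and the share of the sum of squares between populations was tested with 100000 permutations of the labels. Libraries were clustered by complete linkage on Euclidean distances. Distances, scores of marker lists and the difference between venous and arterial markers were tested over all divisions of 5 libraries against 5, whose smallest two-sided p is 0.00794. Genes named with a Mann-Whitney test in the paper were also compared with the exact form of that test. The 9 gene sets were tested with camera at a correlation of 0.01 and with fry. The 15 marker lists covered pan-endothelial, fibroblast, mural, leukocyte, lymphocyte, melanoma, keratinocyte, lymphatic, erythroid, cell cycle, tip cell, dissociation, Y chromosome, X inactivation and mitochondrial transcripts, and p was adjusted over their 45 comparisons.

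The methods were tested on simulated data with 177 changed genes among 23222 in the test. In these data limma called 92 changed genes (52.0%) and 5 others, edgeR 90 and 0, and DESeq2 114 and 106, and none had the wrong sign. The median size of the log2 fold change was 2.94 in limma for a true value of 3. Over 200 simulated datasets with no difference, 6% passed the permutation test of the populations. Of random sets of genes in the simulated data with changed genes, 3% passed camera. Genes were simulated independently, so this does not cover sets of correlated genes.

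Alternatives covered the pseudocount (0.5 or 8), the minimum mean (none or 20), scaling (same total or quantile normalization), limma's array weights, fits of only 2 populations, the replicate number as a block, edgeR, DESeq2, a minimum log2 fold change of 1, the 500 genes with the highest variance, other linkages and distances, scaled genes, medians over lists, estimated correlations in camera, and leaving out each of the 15 libraries. Added after seeing the data were fits with the same replicate number left out of every population, a batch term, subtraction of a background estimated from olfactory receptor genes, and a minimum log2 fold change of 2. The results of 1 gene are not reported here. The DAVID pathway analysis and the comparison with the aorta were not analysed here.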

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

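The tests of mixed cells, of erythroid transcripts, of melanoma and mast cell transcripts, and of the background on PC1 were chosen only after the results were seen. The tests of chance divisions, exon length, depth and few genes were set before. Among 423 groups of 5 libraries, 42 had a library far from the other 4, and chance alone gives about 1 in 20.

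Replicate 1 stood apart in all populations. D replicate 1 had 35910 genes with a read, far above the other D libraries. *Gm10800* took 10.6% of the reads in EVP replicate 1, 8.69% in TA replicate 1 and 8.495% in D replicate 1. A read fell on 98.3% of the olfactory receptor genes in EVP replicate 1 and on 89.2% in D replicate 1, but also on 70.98% in TA replicate 3 and 61.75% in EVP replicate 2. EVP replicate 1 lay at -452 on PC1 and 28.1 on PC2, and D replicate 1 at -156 on PC1. Reads on olfactory receptor genes rose with exon length in each replicate 1 library (Spearman rho of 0.396 in TA, 0.444 in D and 0.496 in EVP), which genomic DNA in the libraries would need, and other background reads in proportion to length stay open. If background falls in proportion to exon length, 18.1% of the reads of EVP replicate 1 were background, 5.06% of those of TA replicate 1, 3.61% of those of D replicate 1 and 2.32% of those of TA replicate 3. Lower depth as the cause of the position on PC1 is argued against, since at equal depth replicate 1 still took 68.03% of PC1. It took 62.0% after the background was subtracted, so background in proportion to exon length is not the whole cause, and 68.9% without 3 predicted genes that take many reads. A difference between animals or in preparation was not tested and stays open.

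For single genes, 32 of the 357 groups had such a library. Among TA libraries these were *Ets1* (2113), *Mmp3* (21719), *Vegfd* (2772) and *Irf7* (2782) in TA replicate 2, *Ets2* (412.2) and *Cldn5* (61.7) in TA replicate 5, *Wnt10b* (75.8) and *Rbpj* (132.7) in TA replicate 1, and *Wnt2* (13.4) and *Socs1* (42.4) in TA replicate 3. Among EVP libraries they included *Nfatc4* (298.4) and *Wnt9a* (203.6) in EVP replicate 1, *Pdgfc* (203), *Dll1* (60.7) and *Miat* (27.2) in EVP replicate 4, and *Fgf2* (163.9), *Socs1* (283.5) and *Pim1* (292.5) in EVP replicate 5. Above the other D libraries were *Notch1* (1569), *Tpsb2* (25.5) and *Wnt11* (1.502) in D replicate 4, *Fgf21* (4.23) in D replicate 5, and *Aldh1a1* (12.4), *Wnt10b* (6.86), *Fgf18* (1.37) and *Gdf6* (1.37) in D replicate 1. Below the other D libraries were *Jag2* (722.1) in D replicate 1, *Mmp23* (0) and *Il33* (0) in D replicate 2, *Heyl* (0) in D replicate 3 and *Efhd1* (2.42) in D replicate 5. No explanation was tested gene by gene.

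The Y chromosome list (4 genes) scored 3.945 in TA replicate 4 and at most 0.96 in any EVP library, and no other library reached its level. The X inactivation list did not differ between populations (adjusted p = 0.984 for each pair). The sex of the animals was not used here, and no explanation was tested. The dissociation list scored 13.14 in EVP replicate 4, above the other EVP libraries. It was higher in EVP than in D by 1.46 (exact p = 0.00794, adjusted p = 0.0325), with 13 of its 14 genes highest in EVP. A response to dissociation and a difference between the cells in the tumor were not tested against each other.

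The paper gives no count for TA and D, and 3199 genes differed between them. Of 100 divisions of the 10 libraries, the real one included, 1 gave as many genes, and the highest of the others gave 619. Past the threshold against both EVP and D, 38 genes were higher in TA than in both other populations. They include *Mlana*, *Dct*, *Pmel*, *Gpnmb*, *Tyrobp* and *Pf4*, named here after their values were seen.

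The melanocyte and melanoma list scored higher in TA than in D by 1.67 (exact p = 0.0159, adjusted p = 0.042). *Dct* had a mean of 38996 normalized counts in TA, 16540 in EVP and 10855 in D, and *Pmel* 31363, 14558 and 7850. RNA from melanoma cells may be the source, as the tumors grow from such cells, and 9 of the list's 10 genes were highest in TA while *Gpr143* was not (157.7 in TA and 160.5 in EVP). Since the test used the list's own genes, this source and expression in the sorted cells cannot be told apart. All 10 genes had a mean of at least 5 in each population, and none is in another list or named by the paper.

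Other lists were also higher in TA than in D: keratinocyte by 4.38 (adjusted p = 0.042, 7 of 8 genes highest in TA), pan-leukocyte and myeloid by 2.00 (adjusted p = 0.0325, 10 of 10 genes), mural by 2.87 (adjusted p = 0.042, 11 of 12 genes, 2 named by the paper) and lymphocyte by 3.04 (adjusted p = 0.0325, 8 of 10 genes). The exact p was 0.0159, 0.00794, 0.0159 and 0.00794. The fibroblast list was higher in EVP than in D by 8.74, with 14 of 14 genes highest in EVP, 5 of which the paper names. *Cdh5*, which encodes VE-cadherin, had a mean of 72.3 normalized counts in EVP and 9818 in D. GFP is expressed ubiquitously in these mice and does not mark an endothelial origin. The libraries pool many cells, so whether the transcripts of these lists come from the sorted cells or from others was not tested. The cell cycle list was lower in EVP than in D by 0.73 on the log2 scale (a difference of -0.73, adjusted p = 0.0325), with 16 of 22 genes highest in D, and no cause was tested.

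*Cma1*, a mast cell protease gene, was higher in TA than in D by a log2 fold change of 11.82 (limma adjusted p = 1.4e-04, no overlap). A candidate source is RNA from mast cells. Of 4 other mast cell genes that were not fixed in a list beforehand, 3 were higher in TA than in D: *Ms4a2* (log2 fold change 6.70, limma adjusted p = 0.00697), *Fcer1a* (8.51, limma adjusted p = 7.98e-04) and *Hdc* (2.69, limma adjusted p = 0.0276). *Kit* was not (-0.66, limma adjusted p = 0.495). The genes were narrowed from 6 to 4 after the first results, since *Cpa3* and *Tpsab1* had been seen. Expression of these genes in the sorted TA cells stays open.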

How the results depend on the processing

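The settings described as added were chosen after seeing the data, and all other settings were set in advance. Differentially expressed genes between EVP and D numbered 4859 and ranged from 4120 without D replicate 2 to 5152 without TA replicate 2 over the 15 fits that each left out 1 library. With array weights the count was 7609, of which 4830 were shared with the 4859. With the added minimum log2 fold change of 2 it was 2987, as fewer genes meet both conditions. Other settings with all libraries gave from 3391 (added background subtraction) to 5776 genes (added batch term), each within 1.5 times of 4859. The share of calls higher in EVP moved most under quantile normalization, with 1920 higher and 1983 lower, and the median log2 fold change of all tested genes went from 0.46 to -0.05. With the libraries scaled to the same total it was 0.37, and after the added background subtraction it was 0.07.

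Between EVP and TA, the count of 893 genes ranged from 429 without EVP replicate 2 to 1214 without TA replicate 5, with 472 without EVP replicate 3. DESeq2 on whole reads called 1900, of which 867 were shared. Leaving the same number out of every population (added), so that fewer libraries were tested, gave 104 genes for number 1, 376 for number 2, 90 for number 3, 267 for number 4 and 956 for number 5. Of the genes called without number 1 and without number 3, 89 each were shared with the 893. The added background subtraction gave 402 genes and the added minimum log2 fold change of 2 gave 362. This comparison changed most, and the cause was not tested beyond what is given under other observations.

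Between TA and D, the count of 3199 ranged from 2417 without D replicate 4 to 3501 without TA replicate 1. It was 2117 with quantile normalization and 5054 with array weights. Among the added settings it was 2052, 2028 and 1970 with number 2, 4 or 5 left out of every population, 1646 with the background subtracted and 1890 with a minimum log2 fold change of 2. Apart from settings that test fewer libraries or add a condition, the cause was not tested.

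The share of the sum of squares between populations (29.0%) ran from 26.5% without D replicate 2 to 36% without EVP replicate 1. It was 27.8% with scaled genes (permutation p = 0.001), 64.4% on 500 genes, 38.2% with a pseudocount of 8, 48.6% with number 1 left out (added) and 30.4% after background subtraction (added), past the threshold each time. The difference in the distance of TA to EVP and to D (-26.3) ran from -67.3 without EVP replicate 1 to -11.4 without EVP replicate 5. It passed the threshold on 500 genes (-50.7, exact p = 0.00794), without EVP replicate 1 (exact p = 0.00794) and with number 1 left out of every population (-77.9, exact p = 0.0286, added). It did not with a pseudocount of 8 (-15.4, exact p = 0.714), with 1 minus Spearman correlation (-0.0031, exact p = 0.984) or after background subtraction (-5.0, exact p = 0.976, added).

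The first division of the clustering had an adjusted Rand index of -0.066, and from -0.082 without D replicate 1 to -0.058 without EVP replicate 1 over the fits that left out 1 library. The index was 1, with D alone on one side, on the 500 genes with the highest variance and with number 1 left out of every population, by Euclidean distance or by 1 minus Spearman correlation (both added). With Ward linkage it was -0.075, where D replicate 1, EVP replicate 1 and TA replicates 1 and 3 parted from the rest. Average linkage, 1 minus Spearman correlation, a pseudocount of 8 and the added background subtraction gave the same first division as complete linkage. Why the remaining settings moved it was not tested, except that number 1 was left out by construction.

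Of the 92 named genes, 89 were called, from 86 to 90 with 1 library left out and from 81 (added background subtraction) to 91 (array weights, DESeq2) in the other settings. TA lay between EVP and D for 86.7% of genes, from 82.9% to 89.4% with 1 library left out. The number of gene sets called was 6 in all fits that left out 1 library, 4 with estimated correlation and 7 with fry. The difference between the venous and the arterial rise was -1.04, from -1.28 to -0.91 with 1 library left out, and -0.78 (exact p = 0.0318) with a pseudocount of 8. As a percent of the way from EVP to D (added), it was 0.525 points (exact p = 0.929), so the difference holds on the log2 scale and not relative to D. This follows from the smaller distance of the venous markers between EVP and D. Of the 45 comparisons of marker lists 17 passed, and 0 without D replicate 2, 4 or 5 and from 12 to 17 without any other library. Passing needs several comparisons near the smallest exact p at once, and leaving out a library does not undo a separation without overlap. The cause was not tested.

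Scores reversed only where they were near 0. For the marker list: erythroid, EVP vs TA, the difference went from 0.14 to -0.12 with a pseudocount of 8, -0.0302 with the same total and -0.2002 with the median over the list. With a pseudocount of 8, the difference was 0.0657 for the marker list: X inactivation, EVP vs D, 0.15 for the marker list: X inactivation, EVP vs TA, and -0.0857 for the marker list: X inactivation, TA vs D. For the marker list: mitochondrial transcripts, EVP vs D, it was 0.0038 with a pseudocount of 8 and 0.15 with the median, and 6 of the 13 genes in that list were nearly without reads in every library. The cause was not tested. Of 135 results for single genes, 110 kept their direction and their side of the threshold under all settings set in advance. Over the settings set in advance 92 comparisons became weaker, 16 stronger and 0 reversed, and 19 folds moved by more than the spread between libraries.

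With the replicate block (the replicate number as a factor), 5710 genes were called between EVP and D, 1262 between EVP and TA and 4047 between TA and D. The difference between the venous and arterial rise stayed at -1.04 with an exact p of 0.0625 under the replicate block, the smallest p that 5 pairs can give, so the block limits this test by construction. The numbers were not treated as pairs, as the paper's text does not state that they mark the same animals and some correlations were low. Deviations of libraries with the same number correlated at 0.0595 (EVP and D) and 0.0605 (TA and D) for number 2. For number 3 they correlated at -0.14 (EVP and TA) and -0.0042 (TA and D), while the rest ran from 0.137 to 0.689. Erythroid scores fell in the same order of the numbers in all 3 populations. The numbers therefore share an effect, which fits without the block leave in the error. No correlation between libraries with different numbers is given as a baseline.

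Depth limits genes near the floor of 3 reads, which equals 10.5 normalized counts in EVP replicate 1 and 5.17 in TA replicate 1. In D libraries it equals 1.81 to 4.12 normalized counts, and folds of *Wnt11*, *Fgf18*, *Gdf6* and *Ereg* against D are lower bounds because all D libraries were at or under it.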

Differences from the paper's values

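The settings named here were set before the data were examined unless described as added. The causes of the differences were not tested.

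The paper gives 3064 genes differing between EVP and D, and 4859 were called here. The counts came within 1.5 times of each other when all genes with any count were tested, with quantile normalization, with edgeR on whole reads, with a minimum log2 fold change of 1, without any 1 of the 5 EVP libraries, and without D replicate 2, 3, 4 or 5. They did not with a pseudocount of 0.5 or 8, a mean of at least 20, the same total, array weights, only 2 populations, the replicate block, DESeq2 on whole reads, without any 1 of the TA libraries or without D replicate 1. The added minimum log2 fold change of 2, chosen after seeing the values, gave 2987. The authors' deposited table holds 5675 genes past the threshold, and 3090 of them have a log2 fold change of at least 2.

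For EVP and TA the paper gives 580 genes, and 893 were called here. The gap closed with a pseudocount of 0.5, all genes with any count, array weights, only 2 populations, edgeR on whole reads, a minimum log2 fold change of 1, without EVP replicate 1, 2, 3 or 4, without TA replicate 1, 3 or 4, and without D replicate 2, 3, 4 or 5. It stayed open with a pseudocount of 8, a mean of at least 20, the same total, quantile normalization, the replicate block, DESeq2 on whole reads, and without EVP replicate 5, TA replicate 2, TA replicate 5 or D replicate 1. The added minimum log2 fold change of 2, chosen after seeing the values, gave 362, and the authors' deposited table holds 1980 genes past the threshold and 579 with a log2 fold change of at least 2.

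Of 66 folds that the paper states for single genes, all had the same direction here, and 63 were larger here, with a median ratio of 1.23 (from 0.946 to 2.00) among those that neither here nor in the paper are lower bounds. The paper's folds lie close to those of the authors' deposited table, computed by the authors with DESeq2, while the folds here are ratios of mean normalized counts. For the genes below, the authors' deposited table has folds of 64.5 for *Sox7*, 259 for *Has1*, 793 for *Aldh1a1*, 22.6 for *Flt3*, 23.4 for *Wnt10b*, 491.9 for *Wnt2*, 7.94 for *Fgf16*, 8.74 for *Fgf10*, 10.7 for *Fgf11*, 11.4 for *Fgf21*, 163.5 for *Vegfd*, 205.5 for *Pdgfra* and 181.5 for *Il1rl1*. The 13 that follow differ by more than 1.5 times. Each of these genes has a library at or under 3 reads in EVP or D, and no gap is larger than the SD of the fold.

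For *Sox7* the paper's fold is 64 and the fold here was 127, which no alternative closed. For *Has1* the paper's fold is 258 and the fold here was 457, closed by quantile normalization and without D replicate 4 or 5, and by no other setting. For *Aldh1a1* the paper's fold is 790 and the fold here was 1351, closed without EVP replicate 2 or D replicate 2, 3, 4 or 5 and by no other setting. For *Flt3* the paper's fold is 22 and the fold here was 42.4, closed only without EVP replicate 4 or 5.

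For *Wnt10b* the paper's fold is 23 and the fold here was 41.7, closed by limma's log2 fold change, only 2 populations, the replicate block, and without EVP replicate 3 or D replicate 2, 3, 4 or 5. It was not closed by scaling, the pseudocount, array weights, edgeR, DESeq2 or without another EVP library. For *Wnt2* the paper's fold is 489 and the fold here was 943, closed by quantile normalization and array weights and by no other setting.

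For *Fgf16* the paper's fold is 8 and the fold here was 12.2, closed by the same total, limma's log2 fold change, a pseudocount of 0.5, array weights, only 2 populations, the replicate block, edgeR, and without D replicate 2, 4 or 5. It was not closed by medians, quantile normalization, a pseudocount of 8, DESeq2, or without an EVP library or D replicate 1 or 3. For *Fgf10* the paper's fold is 9 and the fold here was 14.3, closed by the same total, quantile normalization, and without EVP replicate 1 or 4 or D replicate 2, 3, 4 or 5, and by no other setting. For *Fgf11* the paper's fold is 11 and the fold here was 16.6, closed by the same total, edgeR, and without EVP replicate 2 or 3 or D replicate 1, 2, 3 or 5, and by no other setting. For *Fgf21* the paper's fold is 11 and the fold here was 22.0, closed by limma's log2 fold change, array weights, only 2 populations and the replicate block, and by no other setting.

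For *Vegfd* the paper's fold is 163 and the fold here was 248, closed by the same total, quantile normalization, a pseudocount of 8, and without EVP replicate 2 or 4 or D replicate 3, 4 or 5, and by no other setting. For *Pdgfra* the paper's fold is 205 and the fold here was 341.5, closed by quantile normalization and without D replicate 3, 4 or 5, and by no other setting. For *Il1rl1* the paper's fold is 181 and the fold here was 319.5, closed by the ratio of medians, quantile normalization, a pseudocount of 8, array weights, and without EVP replicate 1 or D replicate 2 or 3, and by no other setting.

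Some statements of the paper also differ. The paper describes a first division of the clustering between D and the other populations, and here EVP replicate 1 parted first (adjusted Rand index -0.066). The index was 1 on the 500 genes with the highest variance, and with number 1 left out of every population, a setting chosen after seeing the values. The paper describes TA as closer to EVP, and the difference in distance was -26.3 here (exact p = 0.659). It was -50.7 on 500 genes and -67.3 without EVP replicate 1 (exact p = 0.00794 for both), and -77.9 with number 1 left out, chosen after seeing the values (exact p = 0.0286).

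The paper describes little difference in arterial markers between EVP and TA, and 5 of the 7 were called here, among which *Dll4* differed here by a log2 fold change of -5.01 (limma adjusted p = 0.00478) and *Sox17* by -4.68 (limma adjusted p = 0.00689). The paper describes a rise of venous markers in TA, and *Nr2f2* (log2 fold change -0.40 between EVP and TA, limma adjusted p = 0.733) and *Ephb4* (-0.49, limma adjusted p = 0.697) were not called here under any setting. The paper describes higher *Nr2f2* in D than in EVP, which was not called here under any setting (log2 fold change -0.61, limma adjusted p = 0.31). The paper gives the arterial markers its smallest class of Mann-Whitney p, and the exact two-sided test of 5 libraries against 5 cannot give less than 0.00794.

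The paper describes *Mmp13* and *Fgf16* as higher in EVP, and they had limma adjusted p of 0.129 and 0.0634 here (log2 fold change 3.12 and 3.03). *Mmp13* was called with array weights, only 2 populations, DESeq2 on whole reads, without TA replicate 1, and with number 1 left out of every population, which was chosen after seeing the values. *Fgf16* was called with array weights, the replicate block, DESeq2 on whole reads, without TA replicate 4 or D replicate 1, and with the batch term or the background subtraction, both chosen after seeing the values.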

Other observations

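The tests of mixed cells, of erythroid transcripts and of the EVP and TA count were chosen only after the results were seen, and the tests over other divisions of the libraries were set before.

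Of 100 divisions of the 10 EVP and D libraries into groups of 5, the real one included, 1 gave as many differentially expressed genes as the real division, and the highest of the others gave 321. Of 100 divisions of the EVP and TA libraries 2 did. The other was EVP replicates 1 and 2 with TA replicates 1, 2 and 3 against the rest, which puts low replicate numbers together and gave 1343 genes. With a batch term for the numbers (added after seeing the data) 1202 genes were called between EVP and TA. The median of the other divisions was 0 in all 3 comparisons. For the gene sets between EVP and D, 26 of 100 divisions gave as many sets past the threshold, with a median of 3 and a highest value of 8 among the others, so a count of 6 sets does not stand out from chance.

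The count between EVP and TA fell when replicate 1 was left out of every population, from 893 to 104. After subtraction of the background (added after seeing the data), with all libraries kept, it was 402. Background in the replicate 1 libraries may be a cause, and the smaller number of libraries is another. Leaving number 2, 4 or 5 out of every population instead gave 376, 267 and 956 genes. Fewer libraries therefore did not lower the count in every case. The count of 90 without number 3 decides nothing, as those fits keep replicate 1 and also have fewer libraries, so genomic DNA and the number of libraries cannot be told apart.

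Endothelial transcripts of TA varied between libraries. For 244 genes abundant in D, the share of D cells that would give their level in TA had a median of 55.1% in TA replicate 1, 13.8% in TA replicate 2, 33.2% in TA replicate 3, 22.6% in TA replicate 4 and 1.86% in TA replicate 5. The TA libraries may be mixtures of D and EVP cells, and then the share should be alike for all genes. The median over TA libraries of the genes over 2 times from their library's share was 18.0%, with 8.20% in TA replicate 1, 33.2% in TA replicate 2, 18.0% in TA replicate 3, 7.79% in TA replicate 4 and 80.7% in TA replicate 5, against 2.05 to 6.15% in D libraries. All lie above D, but replicates 1 and 4 by less than 2 times the highest D library, so mixtures and cells of intermediate expression cannot be told apart.

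Endothelial transcripts in EVP were also weighed against a share of D cells in the EVP libraries. The median ratio of the same genes to D ran from 2.72 to 5.94% in EVP. In the median EVP library 31.6% of the genes were under 0.5 times that ratio, against 0.82 to 2.46% in D libraries. The D libraries hold far more reads of these genes, and low counts alone widen such ratios. The comparison therefore cannot decide, and D cells as the source of a part or the whole of the level stay open.

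Erythroid scores fell from replicate 1 to replicate 5 in the same order in all 3 populations (Kendall W of 1, exact p = 6.9e-05 for identical orders), from 10.79 to 2.17 in EVP, 11.00 to 0.68 in TA and 10.20 to 3.33 in D. The list did not differ between populations (exact p from 0.913 to 0.960). Genomic DNA is argued against, as hemoglobin reads in replicate 1 were at least 131 times those expected from the background. Lower depth is argued against as well, as hemoglobin reads before normalization were at least 80.1 times higher in replicate 1 than in replicate 5. This test of depth replaced a first version that did not decide. Carryover of red blood cell RNA or a difference between days of preparation was not tested.

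The tip cell list was lower in EVP than in D (a difference of -5.47, exact p = 0.00794, adjusted p = 0.0325), with all 9 genes highest in D. The lymphatic list did not differ (EVP and D, -1.61, exact p = 0.0794, adjusted p = 0.137). The score of the mitochondrial list decides nothing on its own, since 6 of its 13 genes had at most 2.64 normalized counts in every library and dilute it. None of the other 7 was called in any comparison.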
